# Mitochondrial Breast Cancer Resistant Protein Sustains the Proliferation and Survival of Drug-Resistant Breast Cancer Cells by Regulating Intracellular Reactive Oxygen Species

**DOI:** 10.3389/fcell.2021.719209

**Published:** 2021-09-28

**Authors:** He Zhang, Xingxing Han, Zhaosong Wang, Zhiyong Wang, Yanfen Cui, Ran Tian, Yuying Zhu, Baoai Han, Hui Liu, Xiaoyan Zuo, Sixin Ren, Jianfei Tian, Ruifang Niu, Fei Zhang

**Keywords:** drug-resistant breast cancer, breast cancer resistant protein, reactive oxygen species, survival, proliferation

## Abstract

ATP-binding cassette (ABC) transporter family are major contributors to the drug resistance establishment of breast cancer cells. Breast cancer resistant protein (BCRP), one of the ABC transporters, has long been recognized as a pump that effluxes the therapeutic drugs against the concentration gradient. However, recent studies suggest that the biological function of BCRP is not limited in its drug pump activity. Herein, the role of BCRP in the proliferation and survival of drug-resistant breast cancer cells was investigated. We found that BCRP is not the major drug pump to efflux epirubicin in the resistant cells that express multiple ABC transporters. Silencing of BCRP significantly impairs cell proliferation and induces apoptosis of the resistant cells *in vitro* and *in vivo*. RNA-sequencing and high-throughput proteomics suggest that BCRP is an inhibitory factor of oxidative phosphorylation (OXPHOS). Further research suggests that BCRP is localized in the mitochondria of the resistant cells. Knockdown of BCRP elevated the intracellular reactive oxygen species level and eventually promotes the cell to undergo apoptosis. This study demonstrated that BCRP exerts important onco-promoting functions in the drug-resistant breast cancer cells independent of its well-recognized drug efflux activity, which shed new light on understanding the complex functional role of ABC transporters in drug-resistant cells.

## Introduction

Breast cancer is one of the major malignant tumors in women, accounting for 30% of all newly diagnosed cancers in women worldwide (Sung et al., 2021). Chemotherapy plays an important role in the management of breast cancer; however, cancer cells always develop drug-resistance ability, which greatly limits the outcome of chemotherapeutic treatment (Fletcher et al., 2016). The establishment of the drug resistance ability of cancer cells is a long-term multistage process that is accompanied by complex reprogramming. Cells always acquire a strong ability to export the chemotherapy drugs, thereby increasing the difficulty of their elimination by treatments (Holohan et al., 2013; Kathawala et al., 2015; Fletcher et al., 2016). Moreover, drug-resistant cells establish strong capabilities to survive, even in the fluctuated environment in which they are not favored (Bukowski et al., 2020). Therefore, understanding the molecular foundation that supports the enhanced survival phenotype of drug-resistant cells is needed.

The ATP-binding cassette (ABC) transporter family comprises 48 identified members in humans to date. They mediate the active transport of specific substrates by consuming energy from ATP (Fletcher et al., 2016). Several of them, such as P-glycoprotein (P-gp), multidrug resistance protein 1 (MRP1), and breast cancer resistant protein (BCRP), are highly expressed in drug-resistant cancer cells to mediate the efflux of drugs, thereby conferring drug resistance ability to cancer cells (Mao and Unadkat, 2015; Domenichini et al., 2019; Muriithi et al., 2020). Notably, ABC transporters are involved in a broad range of physiological processes that do not completely depend on its transport activity, but the related studies are still limited.

BCRP (encoded by *ABCG2* gene) is a well-characterized drug pump generally believed to be localized in the cell membrane to mediate the efflux of chemotherapeutic drugs (Mao and Unadkat, 2015; Taylor et al., 2017). High expression of BCRP was linked with a worse prognosis of many types of cancer, including leukemia and breast cancer (Fletcher et al., 2016; Muriithi et al., 2020). Recent studies have suggested that BCRP can also be located in the mitochondria, nucleus, and cytoplasm of cells (Bhatia et al., 2012; Liang et al., 2015). It has been demonstrated that BCRP can be translocated into cell nuclei to regulate the activity of *CDH1* promoter in lung cancer (Liang et al., 2015). Other reports have suggested that BCRP knockdown inhibits proliferation in DU145 and MCF7 cells by regulating cell cycle progression (Chen et al., 2010). BCRP has also been identified as a marker for side-population cells that exert stem-cell-like features (Singh et al., 2010; Westover and Li, 2015). These findings suggest that BCRP may play important functional roles in cancer cells independently of its drug pump activity; however, the detailed mechanism that is responsible for these drug-pump-independent roles of BCRP in various malignancies is poorly investigated.

Mitochondria are the “powerhouse” of eukaryotic cells and enclose the key enzymes for oxidative phosphorylation (OXPHOS) and ATP synthesis (Okon and Zou, 2015). In addition to providing power to the cell, several important biological processes can be linked to mitochondria, such as producing reactive oxygen species (ROS), synthesizing essential metabolites for cell proliferation, and regulating signaling transduction in cells (Abate et al., 2020; Bock and Tait, 2020). Mitochondria also confer strong flexibility of proliferation and survival to cells by regulating specific metabolic processes (Vyas et al., 2016). Several ABC transporters such as ABCB7, ABCB10, ABCB8, ABCB6, and ABCG2 have been found localized in mitochondria (Zutz et al., 2009). ABCB7 has been demonstrated to regulate apoptotic and non-apoptotic cell death by modulating mitochondrial ROS and HIF1α-driven NFκB signaling (Kim et al., 2020). BCRP can also be localized in the mitochondria of drug-resistant breast cancer cells to mediate the transport of specific substrates (Solazzo et al., 2009). However, whether BCRP is involved in the regulation of mitochondria function and cell proliferation and survival remains unknown.

In the present study, we took advantage of previously established drug-resistant breast cancer cell lines and investigated the biological function of mitochondrial BCRP in drug-resistant breast cancer cells. We found that BCRP was localized in mitochondria. RNA-sequencing (RNA-seq) and proteomic analysis suggested that BCRP suppressed OXPHOS to maintain the homeostasis of intracellular ROS level. Notably, BCRP silencing drastically elevated the intracellular ROS level and ultimately promoted cell apoptosis. This study demonstrated that mitochondrial BCRP was essential for drug-resistant breast cancer cells to sustain their proliferation and antiapoptosis ability.

## Materials and Methods

### Cell Culture

Human breast cancer cell lines MDA-MB-468 (MDA-468), BT549, and SK-BR-3 were purchased from the American Type Culture Collection (ATCC, Manassas, VA, United States). The epirubicin (EPI)-resistant cell lines were established based on MDA-468 and SK-BR-3 cells by long-time multistage induction using an increasing concentration of EPI, as previously described, named as MDA-MB-468/EPI (468/EPI) and SK-BR-3/EPI (SK/EPI) (Zhang et al., 2015b; Fan et al., 2019). HEK293T cell line was purchased from ATCC. MDA-468 and 468/EPI cells were maintained in DME/F12 medium (Hyclone, South Logan, UT, United States), SK-BR-3 and SK/EPI cells were cultured in RPMI-1640 medium (Hyclone), HEK293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) medium, and all media were supplemented with 10% fetal bovine serum (HyClone), 100 U/ml penicillin, and streptomycin. The cells were cultured in a humidified incubator containing 5% CO_2_ at 37°C. All cell lines used in this study were routinely checked by morphological observation and tested free from mycoplasma contamination. The mycoplasma contamination was tested using Myco-Blue Mycoplasma Detector (Vazyme, China) following the instructions of the manufacturer.

### Plasmid Construction, Lentivirus Production, and Stable Cell Lines Generation

The BCRP overexpression vector pCDH-BCRP was established by insertion of BCRP open reading frame (amplified using primers BCRP-CE-F and BCRP-CE-R) into pCDH backbone at *Xbal*I and *BamH*I by using ClonExpress Ultra One Step Cloning Kit (Vazym, China). The doxycycline (Dox) inducible BCRP knockdown vectors EZ-tet-shBCRP and EZ-tet-shControl were established by annealing DNA oligos (shBCRP-#1, #2-F/R, and shControl-F/R) and then inserting into EZ-tet-pLKO backbone at *Nhe*I and *EcoR*I. All vectors were verified by Sanger sequencing. The DNA oligos used in plasmid construction as shown in Supplementary Table 2.

The lentivirus was produced by a standard three-plasmid system. Briefly, psPAX2 7.5 μg, pMD2.G 2 μg, and 10 μg lentiviral vectors (EZ-tet-shBCRP or EZ-tet-shControl) were cotransfected into HEK293T cells using PEI reagent, and then the viral-containing medium was collected 48 h after transfection.

The Dox inducible BCRP knockdown cell line 468/EPI-shBCRP-tet and the control cell line 468/EPI-shControl-tet were established by incubating 468/EPI cells in the medium consisting of the viral-containing medium and complete growth medium at 1:1 ratio for 72 h, and then the infected cells were screened by hygomycin at 200 μg/ml for 2 weeks.

### Transfection

The stealth small interference RNAs (siRNAs) that specifically target BCRP or P-gp mRNA were synthesized by Thermal Fisher Scientific (Waltham, MA, United States). The siRNAs were transfected into the cells by using lipofectamine RNAiMax (Thermal Fisher Scientific) following the manufacturer’s instructions. The sequence of siRNAs used in this study is shown in Supplementary Table 2.

### Western Blot Analysis

The detailed procedure for Western blot is described previously (Zhang et al., 2015a). In brief, the cells were lyzed by 1 × SDS lysis buffer, then 20–50 μg protein was loaded into polyacrylamide gels following transfer and blocking. The primary and secondary antibodies used in this study are shown in Supplementary Table 1. The protein signal was detected by a chemiluminescence system using ECL (Millipore, Billerica, MA, United States).

### Quantitative Real-Time PCR Analysis

The detailed method for carryout quantitative real-time PCR (qRT-PCR) is previously described (Zhang et al., 2020). Briefly, cells were lyzed using TRIzol reagent (Life Technologies, Carlsbad, CA, United States), and the RNA was isolated and reverse transcribed into cDNA. All qRT-PCRs were run in triplicate and normalized with the β-actin housekeeping gene. The primers for qRT-PCR experiments are shown in Supplementary Table 2.

### Cell Proliferation Assay and Colony Formation Assay

Cell proliferation was determined by cell count kit 8 (CCK8) assay as previously described (Yuan et al., 2020). The SK/EPI and 468/EPI cells were seeded into 96-well plates in triplicate at a density of 3 × 10^3^–1 × 10^3^. To determine the relative cell number, 100 μl of CCK8 reagent was added into each well and incubated at 37°C for 2–3 h, and then the absorbance was measured at 450 nm.

For colony formation assay, 2,000–800 cells were seeded into a 3.5-mm dish and cultured in complete growth medium for 2 (468/EPI) or 3 weeks (SK/EPI). Then, the cells were washed with ice-cold PBS, fixed by methanol, and stained using crystal violet staining buffer.

### Mitochondria Isolation

Mitochondrial isolation was performed using Mitochondrial Extraction Kit (Solarbio, China) following the protocol of the manufacturer. Approximately 5 × 10^7^ cells were cultured and collected for the mitochondrial extraction procedure. The collected cells were gently homogenized by lysis buffer using a glass homogenizer and then underwent a series of differential centrifugation to separate the pure mitochondria. Then, the purified mitochondria were resuspended in 50 μl store buffer.

### Immunofluorescence and Terminal Deoxynucleotidyl Transferase Biotin-dUTP Nick End Labeling Staining

For immunofluorescence (IF) staining, the cells were seeded in 12-well plates preplaced with a polylysine-coated coverglass and incubated for 24 h. Then, the cells were incubated with MitoTracker (Beyotime, China) working solution (diluted by complete growth medium at a ratio of 1:1,000) and incubated at 37°C for 20 min. Then, the cells were washed by PBS, fixed with 4% paraformaldehyde, permeabilized by 0.1% Triton X-100, and blocked by 3% BSA, following incubation with primary and fluorophore-labeled secondary antibodies. Then, the stained cells were imaged by a confocal microscope. The IF images were processed and analyzed by ImageJ to investigate the colocalization between BCRP and mitochondria.

For transferase biotin-dUTP nick end labeling (TUNEL) staining, the tumor tissues were fixed by 4% paraformaldehyde and embedded by paraffin, and then, 5-μm slides were made. Then, the TUNEL staining was carried out using a TUNEL staining kit (Beyotime) following the instructions of the manufacturer.

### RNA Sequencing, Proteomic Analysis, and Bioinformatics

For transcriptome RNA-seq, SK/EPI, SK-BR-3, SK/EPI-siBCRP, and SK/EPI-siControl cells were prepared in triplicates and lysed by TRIzol reagent (Invitrogen). Then the cell lysates were processed and sequence by NovoGene (Beijing, China). For high-throughput proteomics analysis, approximately 1 × 10^7^ SK/EPI and SK-BR-3 cells were prepared in triplicates, then the cells were processed by GeneChem (Beijing, China) and analyzed by Tandem Mass Tags (TMT) based proteomics.

The gene set enrichment analysis (GSEA) and was performed using WebGestalt database^1^ using differentially expressed proteins and mRNAs in the proteomic and RNA-seq data.

### Intercellular Reactive Oxygen Species Measurement

The intercellular ROS was analyzed using the ROS Assay Kit (Beyotime, China) following the protocol of the manufacturer. The cells were seeded in six-well plates and treated accordingly, and then washed by PBS and incubated with DCFH-DA ROS probe (diluted in culture medium at a ratio of 1:1,000) at 37°C for 20 min, and then the cells were trypsinized and washed. Then, the stained cells were analyzed using a follow cytometer using the fluorescein isothiocyanate (FITC) channel.

### Cell Apoptosis Analysis

The cell apoptosis analysis was carried out using the Annexin V–FITC/propidium iodide (PI) Apoptosis Detection Kit (Vazyme, China) following the instruction of the manufacturer. The cells were seeded in six-well plates and treated accordingly, then trypsinized, washed by PBS, and resuspended in 300 μl binding buffer. The cell suspension was then incubated with 5 μl Annexin V–FITC and 5 μl PI staining reagent at 25°C in the dark for 10 min, and then, the stained cells were analyzed by a follow cytometer using the FITC and PE channels.

### Animal Experiments

Four- to five-week-old of female BALB/-nude mice were purchased from Beijing Biotechnology Co., Ltd. (Bejing, China). Approximately 5 × 10^7^ Dox inducible BCRP knockdown cells SK/EPI-shBCRP-tet, SK/EPI-shControl-tet, 468/EPI-shBCRP-tet, or 468/EPI-shControl-tet were inoculated in the mice subcutaneously. Then, the mice were gavaged using 40 mg/kg Dox or H_2_O every 2 days 14 days after inoculation. The volume of tumors in the mice was measured every 2 days, and then, mice were sacrificed 22 days after gavage. Then, the tumors were dissected, washed, imaged, and fixed. All experimental operations comply with the requirements of the Animal Ethics Committee of Tianjin Medical University Cancer Institute and Hospital.

### Statistical Analysis

All data were analyzed using Prism 8 (GraphPad). Unpaired Student’s *t*-test and one-way or two-way ANOVA test (followed by Dunnett’s *post hoc* tests) were used to compare between different groups for statistical significance, and *p* < 0.05 was considered statistically significant. All the data were presented as mean ± SD.

## Results

### Breast Cancer Resistant Protein Is Not the Dominant Efflux Pump in Drug-Resistant Cells With Multiple Activated ATP-Binding Cassette Transporters

We established two EPI-resistant breast cancer cell lines, named SK-BR-3/EPI (SK/EPI) and MDA-MB-468/EPI (468/EPI), following a previously described procedure (Zhang et al., 2015b; Fan et al., 2019). To examine the resistance ability of the two established cell lines, we challenged the cells with increased EPI concentration and calculated the IC_50_ values. Results showed a significant elevation of IC_50_ in drug-resistant cell lines (468/EPI and SK/EPI) compared with that in the parental cell lines (MBA-468 and SK-BR-3), as shown in Figures 1A,B. As we expected, BCRP and P-gp, two well-known drug efflux pumps, were significantly upregulated in drug-resistant cells at the mRNA and protein levels (Figures 1C,D). These data demonstrated that drug resistance ability was successfully established in the breast cancer cell lines.

**FIGURE 1:**
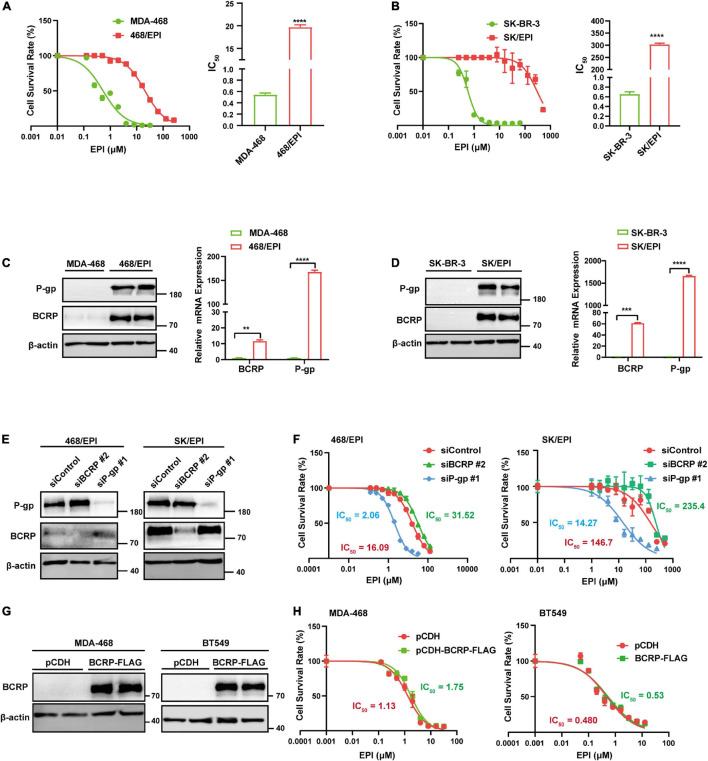
BCRP is not the dominant efflux pump in drug-resistant cells with multiple activated ABC transporters. **(A)** Dose–response curve of MDA-MB-468 (MDA-468) and MDA-MB-468/EPI (468/EPI) cells. The 468/EPI cells displaced enhanced resistance to EPI compared with parental cells. The cells were incubated in EPI-containing medium for 72 h. **(B)** Dose–response curve of SK-BR-3 and SK-BR-3/EPI (SK/EPI) cells. SK/EPI cells displayed enhanced resistance to EPI compared with parental cells. The cells were incubated in EPI-containing medium for 72 h. **(C,D)** P-gp and BCRP were significantly upregulated in 468/EPI **(C)** and SK/EPI **(D)** cells compared with that in parental cells, as shown by Western blot and qRT-PCR assays. **(E)** Western blot analysis of P-gp and BCRP protein expression in 468/EPI and SK/EPI cells treated with siBCRP, siP-gp, or control siRNAs. **(F)** Dose–response curves of 468/EPI and SK/EPI cells treated with siBCRP, siP-gp, or control siRNAs. The cells were incubated in EPI-containing medium for 72 h. **(G)** Western blot analysis shows that BCRP was overexpressed in MDA-468 and BT549 cells by BCRP-overexpressing lentivirus. **(H)** Dose–response curves of MDA-468 and BT549 cells with or without BCRP overexpression. The cells were incubated in EPI-containing medium for 72 h. All data are shown as the mean ± SD; **p < 0.01, ***p < 0.001, ****p < 0.0001 and ns *p* > 0.05 versus control, *N* = 3.

As BCRP and P-gp can efflux drugs across the cell membrane, we next determined whether both of them were essential to the drug-resistant phenotype of cells. Interestingly, we found that BCRP silencing mildly increased IC_50_, while P-gp silencing markedly reduced the IC_50_ of drug-resistant cells compared with that of the controls, suggesting that P-gp but not BCRP exerted a dominant effect on the efflux of EPI in these cell models (Figures 1E,F). Moreover, BCRP overexpression in drug-sensitive cells MDA-468 and BT549 exerted little resistant-promoting effect when the cells were treated with EPI (Figures 1G,H), suggesting that these cell lines may lack a favorite molecular context to support BCRP performing its drug pump activity. Taken together, these results suggested that BCRP was not the dominant drug pump that contributed to the exclusion of EPI in the two specific drug-resistant cell models that expressed multiple ABC transporters.

### Breast Cancer Resistant Protein Confers Survival Advantages in Drug-Resistant Breast Cancer Cells

The sustained proliferation and evasion of apoptosis are the two key factors contributing to the enhanced survival ability of drug-resistant cells. The established drug-resistant cell lines showed drastic upregulation of BCRP and P-gp compared with that in parental cells, and BCRP silencing did not sensitize these cells to EPI. Accordingly, we next investigated the drug efflux-independent functions of BCRP in drug-resistant cell lines. We found that BCRP knockdown significantly inhibited the proliferation ability of drug-resistant cells compared with that of control cells (Figures 2A–D). Similarly, colony formation ability was abolished when BCRP was silenced in drug-resistant cells (Figures 2E,F). To eliminate the potential influence caused by transfection, we established an inducible BCRP knockdown cell line by stably transfecting EZ-tet-pLKO-BCRP vector into 468/EPI cells. Knockdown efficacy was then verified by Western blot and qRT-PCR assays (Figure 2G). Consistently, we found that the knockdown of BCRP by Dox-induced shRNA significantly inhibited cell proliferation compared with control cells (Figure 2H). However, when drug-sensitive cells (MDA-468 and BT549) had BCRP overexpression, the proliferation ability was not significantly changed, suggesting that the proliferation-promoting role of BCRP specifically existed in drug-resistant cells (Supplementary Figure 1A). Collectively, these data suggested that BCRP conferred proliferation advantage on drug-resistant cells independent of its drug efflux activity.

**FIGURE 2:**
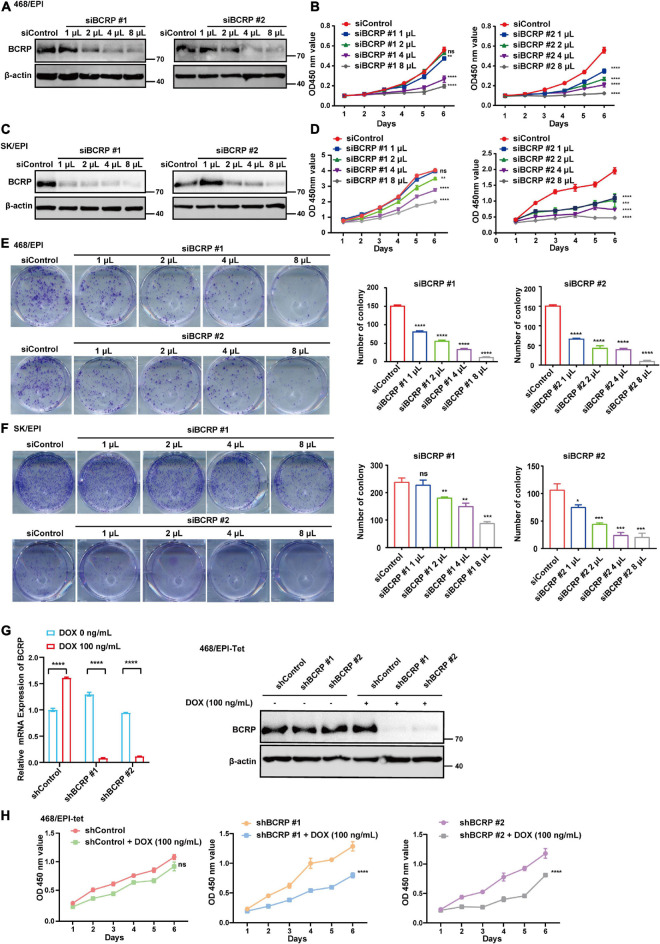
BCRP confers proliferation advantages to drug-resistant breast cancer cells. **(A)** Western blot analysis of BCRP protein expression in 468/EPI cells treated with increased amount of BCRP siRNAs. **(B)** Proliferation of 468/EPI cells treated with an increased amount of BCRP siRNAs (two-way ANOVA test). **(C)** Western blot analysis of BCRP protein expression in SK/EPI cells treated with an increased amount of siBCRP siRNAs. **(D)** Proliferation of SK/EPI cells treated with an increased amount of siBCRP siRNAs (two-way ANOVA test). For siBCRP #1, 3,000 cells were seeded, and for siBCRP#2, 1,000 cells were seeded. **(E)** Colony formation ability of 468/EPI cells treated with an increased amount of BCRP siRNAs (independent Student’s *t*-test). **(F)** Colony formation ability of SK/EPI cells treated with an increased amount of BCRP siRNAs (independent Student’s *t*-test). For siBCRP #1, 2,000 cells were seeded, and for siBCRP#2, 800 cells were seeded. **(G)** Expression of BCRP protein and mRNA in 468/EPI-tet or control cells treated with 100 ng/ml Dox, as shown by qRT-PCR and Western blot analysis (independent Student’s *t*-test). Results showed that BCRP was successfully silenced by the Dox-inducible shRNA-expressing system. **(H)** Proliferation of 468/EPI-tet or control cells treated with 100 ng/ml Dox (two-way ANOVA test). All data are shown as the mean ± SD; *p < 0.05. **p < 0.01, ***p < 0.001, ****p < 0.0001 and ns *p* > 0.05 versus control, *N* = 3.

Furthermore, we performed Annexin V–PI double staining to study the effect of BCRP knockdown on cell apoptosis. Notably, BCRP silencing in drug-resistant 468/EPI and SK/EPI cells induced the cells to undergo apoptosis (Figures 3A,B). The apoptosis-related protein Cleaved caspase 3 was also upregulated in BCRP-silenced drug-resistant cells compared with that in controls cells (Figures 3C,D). We also found that the antiapoptotic protein MCL1 was significantly downregulated in BCRP-silenced drug-resistant cells (Figures 3C,D). In summary, these results suggested that BCRP was vital for the drug-resistant cells to sustain their proliferation and evade programmed cell death.

**FIGURE 3:**
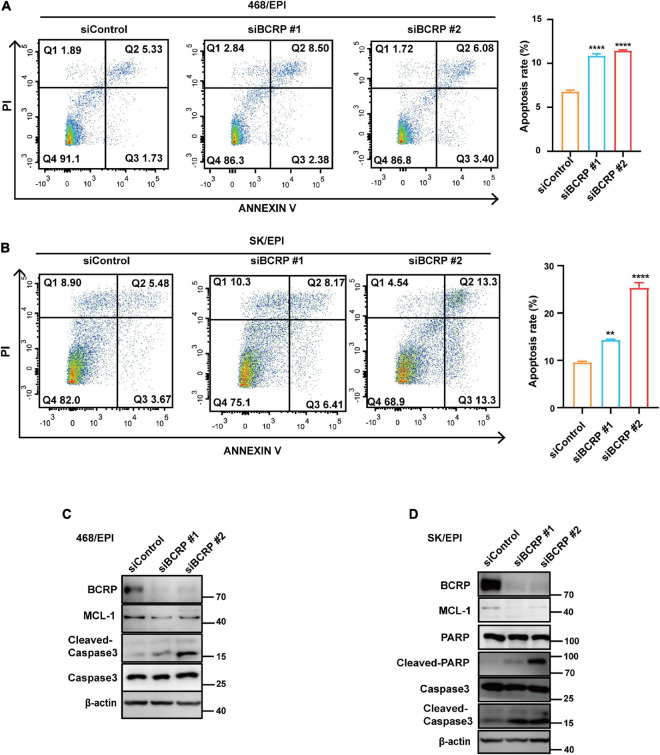
Loss of BCRP promotes the apoptosis of drug-resistant breast cancer cells. **(A,B)** Apoptosis rate of 468/EPI cells **(A)** and SK/EPI cells **(B)** with or without BCRP silencing, as measured by flow cytometry. The cells were treated with siBCRP siRNAs for 72 h and then subjected to apoptosis analysis. **(C,D)** Western blot analysis of apoptosis-related proteins in 468/EPI cells **(A)** and SK/EPI cells with or without BCRP silencing. The cells were treated with siBCRP siRNAs for 72 h, and then, the proteins were analyzed by Western blot. All data are shown as the mean ± SD; independent Student’s *t*-test, **p < 0.01, and ****p < 0.0001 versus control, *N* = 3.

### Breast Cancer Resistant Protein Inhibits Oxidative Phosphorylation in Drug-Resistant Breast Cancer Cells

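SK-BR-3 is an established human breast cancer cell line, and SK/EPI is the epirubicin-resistant line derived from it. For RNA-seq, 3 cultures of SK/EPI cells and 3 of SK-BR-3 cells were prepared, and poly-A selected RNA was sequenced by NovoGene. The authors deposited a table of 58735 genes with a normalized expression value for each of these 6 libraries and no raw counts. Each value multiplied by the length of the gene's merged exons in GENCODE 29 (GRCh38) was a whole multiple of a fixed step in its library. This held for 100.0% of the genes above 0, so the number of reads on each gene could be computed back from the values. Such steps show a scaling by gene length, as in FPKM (fragments per kilobase of exon scaled to library size) and TPM. The values were read as FPKM because they summed to between 276329 and 288028 per library, where TPM sum to the same total in each. Reads on genes ranged from 15830381 to 19051182 per library in SK-BR-3 cells, with a median of 18238383. In SK/EPI cells they ranged from 17249081 to 18179410, with a median of 17838102. The paper's text does not name the aligner, the counting program or the annotation, nor whether the counting used the strand. The total by which the authors had divided was not the sum over genes. Reads on genes came to between 99.8% and 101% of that total in SK-BR-3 cells and between 92.8% and 95.5% in SK/EPI cells. Genes of the mitochondrial chromosome took 4.18% to 4.23% of the reads on genes in SK-BR-3 cells and 5.10% to 5.38% in SK/EPI cells, and both differences bear on any comparison of FPKM. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom between 1.63 and 4.31 over all pairs in the study. This speaks against repeated sequencing of a single library. It cannot tell separate cultures from separate preparations of the same culture. Each library was counted as a sample of its own because the paper states that the cells were prepared in triplicates. Genes with at least 10 reads at the median library size in at least 3 libraries, and at least 15 reads in all, were tested with limma on log2(FPKM + 1). All log2 fold changes are on this scale, which understates the change of genes with low FPKM. P-values were adjusted over the tested genes by the Benjamini-Hochberg method.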

To explore the function of BCRP in drug-resistant breast cancer cells in-depth, we analyzed the mRNA and protein expression of drug-resistant cells (SK/EPI) and the matched parental cells (SK-BR-3) by RNA-seq and TMT-based high-throughput proteomics. We found that the differentially expressed mRNA and proteins in SK/EPI versus SK-BR-3 cells were highly consistent (Figure 4A and Supplementary Table 3). 

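Of the 15823 genes tested, 6002 were upregulated and 5852 were downregulated in SK/EPI cells compared with that in SK-BR-3 cells at an adjusted p-value under 0.05. The balance of both directions depended on the setting. Scaling by the reads on genes gave 6697 upregulated and 5263 downregulated genes. Leaving out the mitochondrial chromosome as well, from the genes and from the scaling, gave 6832 and 5149, so most of this shift came with the scaling. Requiring at least 10 reads in every library gave 4807 and 5207. The counts moved most when an absolute log2 fold change of at least 1 was also required, to 1245 upregulated and 1033 downregulated genes. With this threshold and a pseudocount of 0.1, 2416 and 1798 genes were left. With limma's voom on recovered reads, 2717 and 1996 were left, and both were looked at after seeing the data. With the replicate number as a block, 5889 genes were upregulated and 5767 downregulated, and 11459 genes were called with and without the block. Same-numbered libraries did not deviate together from their group means (mean correlation -0.03 over 12029 genes). The value for libraries with different numbers, 0.015, is no separate reference. Deviations from a group mean cancel within the group, which nearly fixes this value once the other is known. With each library left out in turn, between 11237 and 11547 genes were called.

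ABCB1, which encodes P-gp and lies on the minus strand of chromosome 7 of GRCh38 from 87503633 to 87713323 (ENSG00000085563), had the largest log2 fold change among genes with a mean of at least 10 CPM, 8.35 (standard error 0.03, adjusted p = 2.7e-12 from limma with Benjamini-Hochberg adjustment). Its mRNA was at 327 ± 1.83 FPKM (SD, n = 3) in SK/EPI cells, from 34408 to 36938 reads per library. In SK-BR-3 cells at most 2 reads per library fell on it, under the floor of 3 reads, so its mRNA was at least 11100-fold higher in SK/EPI cells. ABCG2, which encodes BCRP, lies on the minus strand of chromosome 4 from 88090264 to 88231322 (ENSG00000118777). It was at 34.1 ± 1.61 FPKM (SD, n = 3) in SK/EPI cells and 0.0497 ± 0.0266 FPKM (SD, n = 3) in SK-BR-3 cells, where it had 2 to 6 reads per library. Its log2 fold change was 5.06 (standard error 0.05, adjusted p = 2.2e-10 from limma with Benjamini-Hochberg adjustment) and stayed between 5.03 and 5.09 with each library left out in turn. With the replicate block, the adjusted p-values of ABCB1 and ABCG2 were 2.3e-08 and 1.4e-07. The 14 other tested genes within 1 Mb of ABCG2 had a median log2 fold change of 0.71, with 10 above 0 and 4 below. The proteins of both genes were called upregulated in the paper's Supplementary Table 3, with the paper's TMT fold changes of 3.47 for ABCB1 and 2.88 for ABCG2.

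Next to ABCB1, the largest rises were of CCL5, CD74, SPARC and AKR1B10, with log2 fold changes of 7.68, 7.62, 7.15 and 7.12. The largest falls were of KRT81, FBP1, BCAS1, KRT4 and DSCAM-AS1, with log2 fold changes of -7.36, -5.84, -5.56, -5.52 and -5.41. SPARC was at least 4040-fold higher in SK/EPI cells, and FBP1 and BCAS1 were at least 669-fold and 2376-fold lower, since the lower group had at most 3 reads per library. KRT81 and AKR1B10 have near-identical copies elsewhere in the genome with which reads could have been shared, and 16.3% of the exonic bases of FBP1 are also exon of PCAT7 on the opposite strand. These floors cover counting error only.

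For the proteins, the calls are the paper's. Supplementary Table 3 lists 486 proteins as upregulated and 320 as downregulated, and 803 of them were matched to a gene by symbol. A protein call and a tested mRNA were at hand for 772 genes, of which 485 had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 in mRNA. In 482 of them (99.4%) the mRNA and the protein changed in the same direction, 290 upregulated and 192 downregulated (Fisher's exact test, two-sided, p = 1.3e-134, over genes, which are not independent replicates). The replicate block also gave 482 genes. The 3 others, PDGFRL, MT1G and ACOT1, were looked up after this count was seen. Their mRNA was higher in SK/EPI cells, with log2 fold changes of 2.20, 1.08 and 1.59, and their protein was called downregulated. MT1G and ACOT1 belong to families of near-identical genes, and 11.5% of the exonic bases of PDGFRL are shared with MTUS1 on the opposite strand. Without the fold-change threshold, 705 of 739 genes (95.4%) changed in the same direction. Setting the differentially expressed transcripts beside the differentially expressed proteins (Figure 4A), the paper states that both were highly consistent.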

We further performed GSEA using TMT-based proteomic data, which showed that several metabolic-related pathways were downregulated in the resistant cells (Figure 4B). Notably, GSEA showed that the OXPHOS- and citric acid cycle-related signaling pathways were deactivated in drug-resistant SK/EPI cells (Figures 4C,D). The detailed results of proteomics and RNA-seq data for SK/EPI and SK-BR-3 cells are shown in Supplementary Table 3.

**FIGURE 4:**
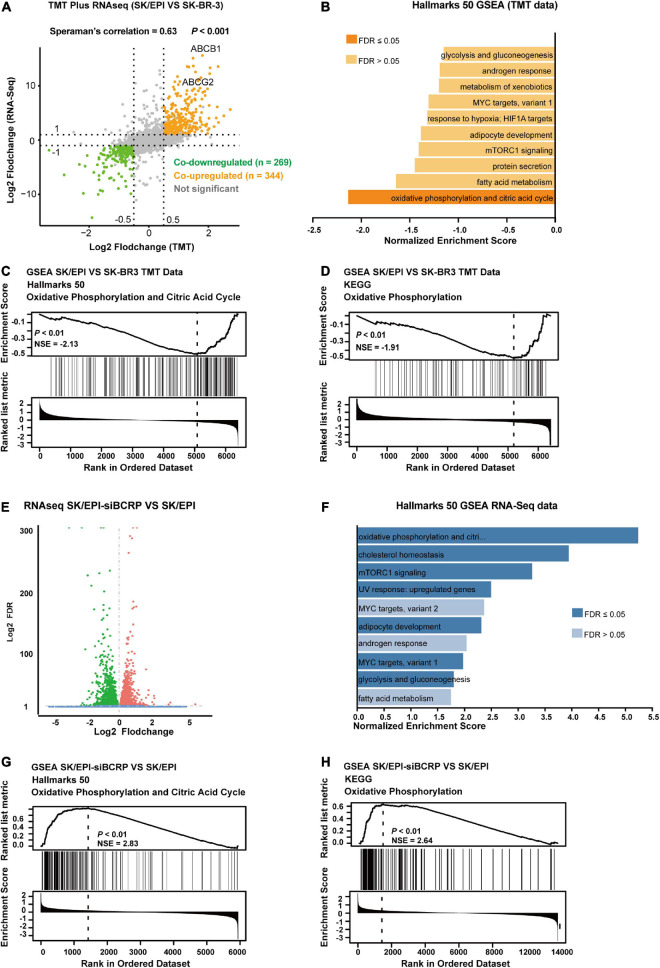
BCRP inhibits OXPHOS in drug-resistant breast cancer cells. **(A)** Nine-quadrant plot shows the differentially expressed transcripts/proteins in RNA-Seq and TMT-based proteomics. The co-upregulated and co-downregulated transcripts/proteins are shown as red dots and blue dots, respectively. **(B)** GSEA shows the top 10 downregulated signal pathways in SK/EPI cells compared with that in parental cells. **(C,D)** GSEA shows that phosphorylation- and citric acid cycle-related proteins were enriched in parental cells (SK-BR-3) compared with drug-resistant cells (SK/EPI) using Hallmarks 50 **(C)** and KEGG **(D)** gene sets. **(E)** Volcano plot shows differentially expressed genes in BCRP-silenced SK/EPI cells versus SK-BR-3 cells. **(F)** GSEA shows the top 10 upregulated signaling pathways in BCRP-silenced SK/EPI cells compared with that in control cells. **(G,H)** GSEA shows that phosphorylation- and citric acid cycle-related proteins were enriched in BCRP-silenced SK/EPI cells compared with control cells using Hallmarks 50 **(G)** and KEGG **(H)** gene sets.

We further examined the transcriptome-wide alteration of SK/EPI cells upon BCRP silencing. 

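For this comparison, SK/EPI cells were treated for 48 h with an siRNA against BCRP (SK/EPI-siBCRP) or with a control siRNA (SK/EPI-siControl), with 3 cultures each. The title of Supplementary Table 4 names the siRNA as siBCRP #1. Its 25-base target lies at positions 1368 to 1392 of the 4479-base ABCG2 transcript ENST00000237612. ABCG2 mRNA was at 2.84, 3.47 and 2.91 FPKM in SK/EPI-siBCRP replicates 1, 2 and 3, and at 32.5, 32.7 and 33.7 FPKM in SK/EPI-siControl replicates 1, 2 and 3. Its log2 fold change was -3.06 (standard error 0.06, adjusted p = 5.9e-07 from limma with Benjamini-Hochberg adjustment), and between -3.13 and -3.02 with each library left out in turn. The authors deposited these 6 libraries as a second table of FPKM over the same genes, and reads per gene were computed back from it in the same way. Since the tables may have been normalized separately, SK/EPI-siBCRP was tested only against SK/EPI-siControl. Reads on genes ranged from 17538094 to 20346162 in SK/EPI-siBCRP cells (median 17602582) and from 17078952 to 20545811 in SK/EPI-siControl cells (median 17679902). They came to 90.4% to 90.7% and 89.5% to 90.1% of the total by which the authors had divided. The mitochondrial chromosome took 3.73% to 3.84% of these reads in SK/EPI-siBCRP cells and 3.58% to 3.68% in SK/EPI-siControl cells.

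The Hallmark and KEGG gene sets of the paper were not used here. In their place, 8 sets of enzymes and complex subunits were written by hand: the OXPHOS subunits encoded in the nucleus, the 13 encoded in mitochondrial DNA (mtDNA), the citric acid cycle, cholesterol biosynthesis, glycolysis, fatty acid oxidation, and the mitochondrial and cytosolic ribosomes. SDHA, SDHB, SDHC and SDHD belong to both the nuclear-encoded OXPHOS set and the citric acid cycle set, whose results are therefore not independent. All tested genes were ranked by log2 fold change, and each set was tested by preranked GSEA (fgsea), with Benjamini-Hochberg adjustment over the 8 sets. A positive normalized enrichment score (NES) means that the set lies towards the genes with higher mRNA after silencing. The fgsea test treats genes as independent, which they are not. Each set was also tested with limma's camera, which allows for a small preset correlation between genes. This correlation was not estimated from the data, so camera's p-values can still be too small for sets whose genes vary together. In addition, each set was scored in each library by the mean log2(FPKM + 1) of its genes. With 3 libraries against 3, an exact permutation test of these scores cannot give a two-sided p-value below 0.1.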

Bioinformatics analysis suggested that 2,492 genes were downregulated and 2,837 genes were upregulated in SK/EPI cells versus SK-BR-3 cells (Figure 4E). 

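Between SK/EPI-siBCRP and SK/EPI-siControl cells, 16298 genes were tested, of which 3163 were upregulated and 3052 were downregulated after silencing at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment). Scaling by the reads on genes turned the balance of both directions, to 2954 upregulated and 3210 downregulated genes. Most of these changes were small. When an absolute log2 fold change of at least 1 was also required, 11 upregulated and 56 downregulated genes were left. With this threshold and a pseudocount of 0.1, 84 and 154 genes were left, and with limma's voom on recovered reads 168 and 271, both looked at after seeing the data. With the replicate number as a block, 2896 genes were upregulated and 2744 downregulated, and 5373 genes were called with and without the block. The deviations of same-numbered libraries from their group means had a mean correlation of 0.028 over 12439 genes. The value for different-numbered libraries, -0.014, follows nearly from this and is no separate reference. Leaving out each library in turn gave between 2611 and 2771 upregulated and between 2492 and 2632 downregulated genes.

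After ABCG2, the largest falls were of LAMP1, from 81.3 ± 1.27 to 13.9 ± 0.322 FPKM (SD, n = 3 each), and of PSMD10, TBCA and TMEM30A, with log2 fold changes of -2.46, -2.01, -1.99 and -1.73. Large falls need not follow from the loss of BCRP. Besides ABCG2, 47 called genes with an annotated 3′ untranslated region had a log2 fold change of -1 or lower. Of these, 25 (53.2%) carry a site there that matches the seed of siBCRP #1, against 8.7% of all genes. Direct effects of the siRNA on other mRNAs may thus contribute to such falls. On the log2(FPKM + 1) scale, the largest rises were of FBXL19-AS1, ACLY, CCL5, ALPG and LINC00294, with log2 fold changes of 1.5, 1.20, 1.16, 1.14 and 1.02. FBXL19-AS1 lies antisense to FBXL19 and shares 2.5% of its exonic bases with it. ALPG has a near-identical copy, ALPP, with which reads could have been shared, and LINC00294 shares 9.4% of its exonic bases with PIGCP1 and 8.0% with CSTF3, both on the opposite strand. These 10 genes kept their direction and an adjusted p-value under 0.05 with each library left out in turn, with the replicate block, and under each scaling tried.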

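Among the sets of metabolic enzymes, cholesterol biosynthesis had an NES of 2.21 after silencing (adjusted p = 1.5e-05 from fgsea with Benjamini-Hochberg adjustment). Of its 20 genes, 14 were upregulated, 2 were downregulated (HMGCS1 and MVK, with log2 fold changes of -0.54 and -0.28) and 4 were not called, and the median log2 fold change was 0.45. Adjusted over the 20 genes alone, 15 were upregulated and 2 downregulated. The glycolysis set had an NES of 1.97 (adjusted p = 5.1e-04 from fgsea with Benjamini-Hochberg adjustment), with 11 of 17 genes upregulated and 2 downregulated (HK2 and LDHA, with log2 fold changes of -0.09 and -0.24). The fall of HK2 had an adjusted p-value of 0.0832 with the replicate block (limma with Benjamini-Hochberg adjustment). Adjusted over the 17 genes alone, 12 were upregulated and 2 downregulated. For fatty acid oxidation the NES was 1.57 (adjusted p = 0.0361 from fgsea with Benjamini-Hochberg adjustment), with 12 of 19 genes upregulated and 2 downregulated (CPT2 and DECR1, with log2 fold changes of -0.22 and -0.18), and the same numbers when adjusted over the 19 genes alone. With the replicate block, the fall of CPT2 had an adjusted p-value of 0.0665 (limma with Benjamini-Hochberg adjustment). This set passed the threshold by little, and with the log2 fold changes taken on recovered reads (limma's voom) its NES was 1.33 and its adjusted p-value 0.145. In limma's camera with the replicate number as a block, the adjusted p-values of the sets were 4.4e-07 for cholesterol biosynthesis, 8.0e-05 for glycolysis and 5.4e-04 for fatty acid oxidation, against 3.4e-07, 4.1e-05 and 7.1e-04 without it (Benjamini-Hochberg adjustment over the 8 sets). For each of the 3 sets, all SK/EPI-siBCRP libraries scored above all SK/EPI-siControl libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).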

Notably, a large number of metabolic-related signaling pathways were upregulated in BCRP-silenced SK/EPI cells compared with that in control cells, as suggested by GSEA (Figure 4F). GSEA also suggested that OXPHOS- and citric acid cycle-related signaling pathways were activated upon BCRP silencing in SK/EPI cells (Figures 4G,H). 

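In these libraries the 79 nuclear-encoded OXPHOS genes had an NES of 2.96 (adjusted p = 3.5e-20 from fgsea with Benjamini-Hochberg adjustment), and between 2.90 and 3.00 with each library left out in turn. Of the 79 genes, 62 were upregulated in SK/EPI-siBCRP cells, 4 were downregulated and 13 were not called, with a median log2 fold change of 0.41. Adjusted over these genes alone, 64 were upregulated and 4 downregulated. The mean log2(FPKM + 1) of the set was 4.96 ± 0.038 (SD, n = 3) in SK/EPI-siBCRP cells and 4.63 ± 0.017 (SD, n = 3) in SK/EPI-siControl cells, a difference larger than the spread between replicates. With the replicate number as a block, limma's camera gave an adjusted p-value of 7.2e-19, against 7.9e-19 without it (Benjamini-Hochberg adjustment over the 8 sets). The setting that moved the score most, ranking only the genes with an adjusted p-value under 0.05, gave an NES of 3.77.

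The 13 OXPHOS genes of mtDNA had an NES of 1.64 (adjusted p = 0.0294 from fgsea with Benjamini-Hochberg adjustment), with 8 upregulated, none downregulated and 5 not called, in all tested genes and over the list alone. Their median log2 fold change was 0.15. With each library left out in turn the NES was between 1.54 and 1.82, and its adjusted p-value reached 0.0526 in the fit without SK/EPI-siControl replicate 1 (fgsea with Benjamini-Hochberg adjustment). With the replicate block, limma's camera gave an adjusted p-value of 0.0114 for this set, against 0.00701 without it. The set did not pass in fgsea with a pseudocount of 0.1, with limma's voom, or with only the called genes ranked. Nor did its median lie apart from random sets matched on expression and exon length (permutation p = 0.305) or GC content (permutation p = 0.0666). Few genes have expression high enough to match these 13.

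For the citric acid cycle the NES was 2.23 (adjusted p = 1.9e-05 from fgsea with Benjamini-Hochberg adjustment). Of its 18 genes, 15 were upregulated, SUCLG2 was downregulated (log2 fold change -0.43) and 2 were not called, also when adjusted over the 18 genes alone, and the median log2 fold change was 0.37. With the replicate block, camera gave an adjusted p-value of 9.4e-08 for this set, against 1.5e-08 without it (limma). For each of these 3 sets the SK/EPI-siBCRP libraries all scored above the SK/EPI-siControl libraries, at the smallest p-value the exact permutation test allows. From the enrichment of such sets after silencing (Figures 4G,H), the paper proposes that OXPHOS- and citric acid cycle-related pathways were activated upon BCRP silencing.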

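The part of Supplementary Table 4 read here lists 1956 genes with the paper's own log2 fold changes between BCRP-silenced and control cells. All 1956 were among the tested genes and had a log2 fold change of the same sign in limma on log2(FPKM + 1), and 1955 of them had an adjusted p-value under 0.05. Across these genes, which are not independent replicates, the Spearman correlation between the paper's log2 fold changes and those computed from FPKM was 0.992. Since the list is the paper's own selection from the same libraries, this overlap says nothing about its stability.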

The detailed results of RNA-seq data for BCRP-silenced SK/EPI and Nc-silenced SK/EPI cells are shown in Supplementary Table 4.

Additionally, we used clustered heatmap to examine the expression levels of several selected OXPHOS-related genes in SK-BR-3, SK/EPI, and BCRP-silenced SK/EPI cells. 

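Between SK/EPI and SK-BR-3 cells, the nuclear-encoded OXPHOS set had an NES of -2.20 (adjusted p = 6.7e-07 from fgsea with Benjamini-Hochberg adjustment), and between -2.23 and -2.17 with each library left out in turn. Of the 78 tested genes, 54 were downregulated in SK/EPI cells, 5 were upregulated and 19 were not called, with the same numbers when adjusted over these genes alone. The median log2 fold change was -0.39. The mean log2(FPKM + 1) of the set was 4.73 ± 0.039 (SD, n = 3) in SK/EPI cells and 5.16 ± 0.039 (SD, n = 3) in SK-BR-3 cells, with all SK/EPI libraries below all SK-BR-3 libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). With the replicate number as a block, limma's camera gave an adjusted p-value of 9.4e-07, against 1.7e-06 without it. The score nearest 0, an NES of -1.80, came from log2 fold changes on recovered reads (limma's voom).

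The largest fall was of NDUFB9, on the plus strand of chromosome 8 from 124539101 to 124580648, from 213 ± 2.37 to 72.4 ± 2.54 FPKM (SD, n = 3 each), a log2 fold change of -1.54 (standard error 0.04, adjusted p = 9.1e-09 from limma with Benjamini-Hochberg adjustment). ATP5PB fell from 84.6 ± 3.29 to 33.2 ± 2.01 FPKM (log2 fold change -1.33), and ATP5F1A from 32 ± 0.913 to 13 ± 0.532 FPKM (log2 fold change -1.24). NDUFB9 shares 16.5% of its exonic bases with MTSS1 and 4.6% with TATDN1, both on the opposite strand, and ATP5PB shares 10.3% with WDR77. The 5 upregulated genes were NDUFA11, ATP5MC2, NDUFA13, COX7C and NDUFV3, with log2 fold changes of 0.47, 0.33, 0.31, 0.19 and 0.11. NDUFV3 was no longer called with the replicate block (adjusted p = 0.0789 from limma with Benjamini-Hochberg adjustment), and 16.1% of the exonic bases of NDUFA13 are shared with another gene on the same strand.

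The 13 OXPHOS genes of mtDNA had an NES of 0.83 (adjusted p = 0.683 from fgsea with Benjamini-Hochberg adjustment, 0.769 from limma's camera with the replicate block). MT-ND1, MT-CO2, MT-CO3 and MT-ND2 were upregulated, with log2 fold changes of 0.96, 0.46, 0.43 and 0.37. MT-ATP8 and MT-CYB were downregulated, with log2 fold changes of -0.70 and -0.42, and 7 were not called. MT-CO2 and MT-CO3 were not called in some of the fits that left out a library, nor without the filter on low genes, where their adjusted p-values were 0.27 and 0.158 (limma with Benjamini-Hochberg adjustment). MT-ATP8 shares 22.2% of its bases with MT-ATP6.

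**Figure D1:**
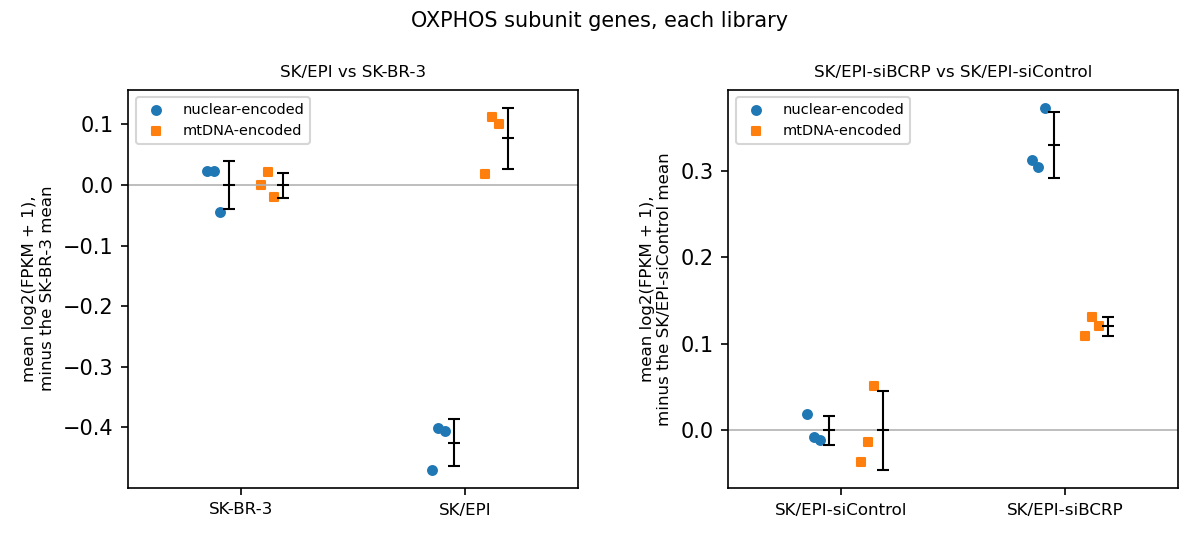
OXPHOS subunit genes in each library, SK/EPI with SK-BR-3 (left) and SK/EPI-siBCRP with SK/EPI-siControl (right). Each point is the mean log2(FPKM + 1) of the nuclear-encoded genes (circles, 78 genes left and 79 right) or the 13 mtDNA-encoded genes (squares) of a library minus the mean of the reference group, the short bar is the group mean and the error bars are SD (n = 3). All SK/EPI circles lie below and all SK/EPI-siBCRP circles lie above those of their reference group.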

Consistent with GSEA data, these OXPHOS-related genes were significantly downregulated in SK/EPI cells compared with that in the SK-BR-3 cells (Supplementary Figure 2A). 

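After silencing, ATP5F1D, ATP5F1B and ATP5ME rose most among the nuclear-encoded OXPHOS genes. ATP5F1D, on the plus strand of chromosome 19 from 1241746 to 1244826, rose from 21 ± 0.704 to 37.6 ± 2.54 FPKM (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.05, adjusted p = 3.0e-05 from limma with Benjamini-Hochberg adjustment). ATP5F1B rose from 453 ± 3.17 to 716 ± 8.50 FPKM (log2 fold change 0.66) and ATP5ME from 14.1 ± 0.24 to 22.4 ± 1.93 FPKM (log2 fold change 0.63). Of the exonic bases of ATP5ME, 61.6% are shared with MYL5 on the opposite strand. The 4 downregulated genes were CYCS, UQCRB, NDUFA5 and UQCRFS1, with log2 fold changes of -0.55, -0.50, -0.28 and -0.23. CYCS and UQCRB have processed copies elsewhere in the genome with which reads could have been shared. The 3′ untranslated region of CYCS holds 1 copy of the 7-base site matching the seed of siBCRP #1. All 7 genes kept their direction and an adjusted p-value under 0.05 with the replicate block, the largest being 0.0124 for UQCRB (limma with Benjamini-Hochberg adjustment).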

Interestingly, when BCRP was silenced in SK/EPI cells, these genes were re-expressed compared with those in control cells (Supplementary Figure 2B). However, BCRP overexpression in drug-sensitive cells did not alter the expression of these selected genes, indicating the function of BCRP in OXPHOS was specifically in the drug-resistant cells (Supplementary Figures 2C,D). Collectively, these *in silico* data were consistent with the extensively accepted perspective that drug-resistant cells rely more on anaerobic than on aerobic respiration to sustain their energy need. 

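Of the 15152 genes tested in both comparisons, 78 were nuclear-encoded OXPHOS genes, and 45 of these (57.7%) were downregulated in SK/EPI compared with SK-BR-3 cells and upregulated in SK/EPI-siBCRP compared with SK/EPI-siControl cells. Among the 15074 other genes, 1244 (8.3%) showed these changes, an odds ratio of 15.2 (Fisher's exact test, two-sided, p = 2.3e-28, over genes, which are not independent replicates). With both comparisons adjusted over the list alone, 47 of the 78 genes did so. The count was also 45 with the replicate number as a block (Fisher's exact test, p = 4.3e-30). It was lowest, 37, at an adjusted p-value under 0.01, and between 41 and 47 with each library left out in turn. No nuclear-encoded OXPHOS gene was upregulated in SK/EPI cells and downregulated after silencing. CYCS, NDUFA5 and UQCRFS1 were downregulated in both comparisons, with log2 fold changes of -0.54, -0.98 and -0.99 in SK/EPI cells, and COX7C was upregulated in both. The rise of COX7C after silencing (log2 fold change 0.19, adjusted p = 0.0264 from limma with Benjamini-Hochberg adjustment) was not called in 4 of the fits that left out a library. The 5 genes with the largest opposite changes were NDUFB9, ATP5F1A, NDUFA6, ATP5PB and ATP5PF. After silencing their log2 fold changes were 0.41, 0.56, 0.54, 0.44 and 0.63, and NDUFA6 and ATP5PF had fallen in SK/EPI cells by 1.24 and 0.99 on the log2 scale. ATP5PF shares 20.2% of its exonic bases with GABPA on the opposite strand. The rises after silencing were smaller than the falls in SK/EPI cells for each of these 5 genes, which were chosen for large changes. This does not carry over to the set of 78 genes. Its median log2 fold change was -0.39 in SK/EPI cells and 0.41 after silencing. Over all tested genes, 1289 were downregulated in SK/EPI cells and upregulated after silencing, and 1290 changed the other way round.

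**Figure D2:**
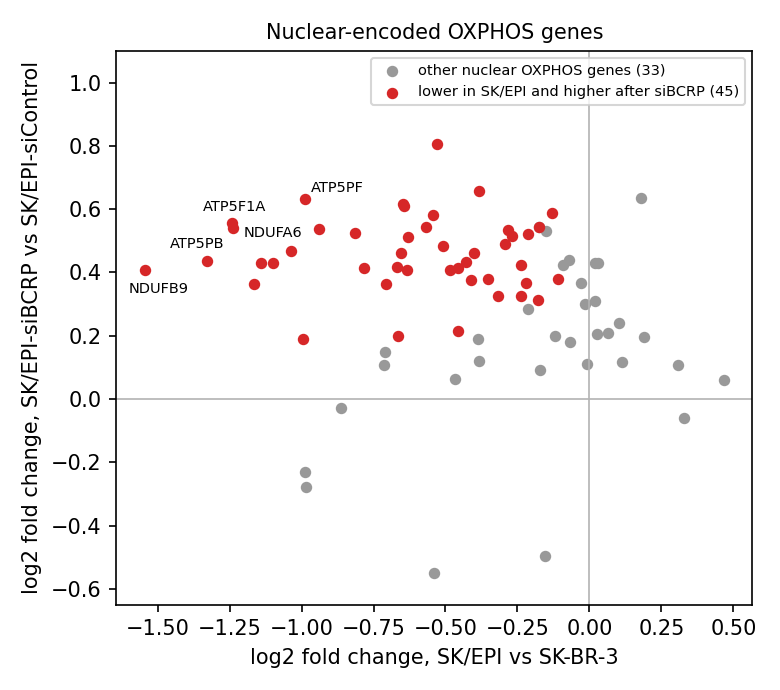
Nuclear-encoded OXPHOS genes in both comparisons. Each point is a gene, with its log2 fold change in SK/EPI versus SK-BR-3 cells on the x axis and in SK/EPI-siBCRP versus SK/EPI-siControl cells on the y axis, both on the log2(FPKM + 1) scale. The 45 red points are genes with an adjusted p-value under 0.05 in both, lower in SK/EPI and higher after silencing, and the 33 grey points are the other genes.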

Notably, BCRP silencing reactivated the suppressed OXPHOS in drug-resistant cells, suggesting that BCRP was involved in regulating the OXPHOS-related signaling pathway in drug-resistant breast cancer cells.

### Breast Cancer Resistant Protein Is Localized in Mitochondria of Drug-Resistant Breast Cancer Cells

Bioinformatics analyses indicated that BCRP was linked with OXPHOS, which primarily occurred inside mitochondria, so we further analyzed the subcellular localization of BCRP in drug-resistant cells. The cytosolic and mitochondrial fraction of two drug-resistant cell lines, SK/EPI and 468/EPI, were isolated and analyzed by Western blot. Results showed that BCRP was expressed in the mitochondria fraction of these cells (Figure 5A). Notably, IF analysis showed that BCRP was primarily localized in the cytoplasm instead of the cell membrane in drug-resistant cells, whereas P-gp was dominantly expressed in the cell membrane, further supporting the notion that BCRP was not the major drug efflux pump that excluded the chemotherapy drugs in these two specific drug-resistant cell models (Figure 5B).

**FIGURE 5:**
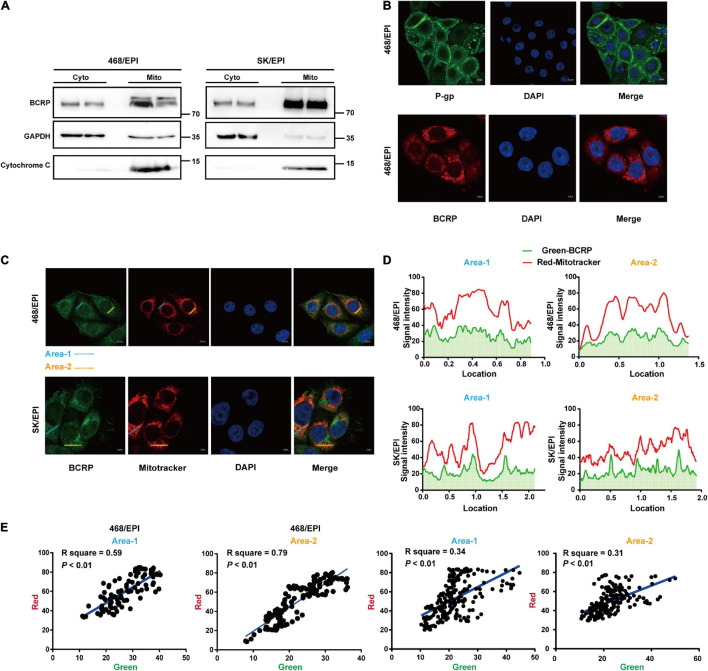
BCRP is localized in the mitochondria of drug-resistant breast cancer cells. **(A)** Western blot analysis shows BCRP was expressed in the mitochondria of drug-resistant cells. The mitochondrial and cytoplasmic proteins were isolated and analyzed using a Mitochondrial Extraction Kit; GAPDH and Cytochrome C served as markers for cytoplasm and mitochondria, respectively. **(B)** IF shows the subcellular localization of P-gp and BCRP in 468/EPI cells. **(C)** IF shows that BCRP was localized in the mitochondria of drug-resistant cells. **(D)** Analysis of the fluorescent signal intensity of the area indicated in the IF image. **(E)** Correlation analysis of the signal intensity of BCRP (green) and mitochondrial (red) through linearized regression. The signal intensity for each fluorescent channel was analyzed by ImageJ, and the linear correlation coefficients were calculated.

Bioinformatics analysis indicated BCRP was linked with OXPHOS, which primarily occurred in cell mitochondria. We next determined the subcellular localization of BCRP in drug-resistant cells. Importantly, IF analysis showed that the signals of BCRP and mitochondria overlapped (Figure 5C). Furthermore, we analyzed the signaling intensity of BCRP and MitoTracker in drug-resistant cells (Figure 5D), and the correlation analysis strongly suggested BCRP and mitochondria were colocalized in drug-resistant cells (Figure 5E). Collectively, these data suggested that mitochondria BCRP may involve the regulation of the OXPHOS of drug-resistant breast cancer cells.

### Breast Cancer Resistant Protein Inhibits Reactive Oxygen Species Production in Drug-Resistant Breast Cancer Cells

Mitochondria is the major source of intercellular ROS. We have demonstrated that BCRP was localized in mitochondria and potentially linked with mitochondrial activity. To investigate the connection between BCRP and ROS production, BCRP was knocked down in the drug-resistant SK/EPI and 468/EPI cells by using two independent siRNAs, and the intercellular ROS level was measured by using DCFH-DA ROS probe. Results showed that intercellular ROS level was significantly elevated in BCRP-silenced SK/EPI and 468/EPI cells compared with that in control cells (Figures 6A,B). Furthermore, BCRP was silenced in the Dox-inducible shBCRP cell line (468/EPI-tet) by treating the cells with 100 ng/ml Dox. Consistently, ROS level was profoundly elevated in Dox-treated cells compared with that in control cells (Figure 6C).

**FIGURE 6:**
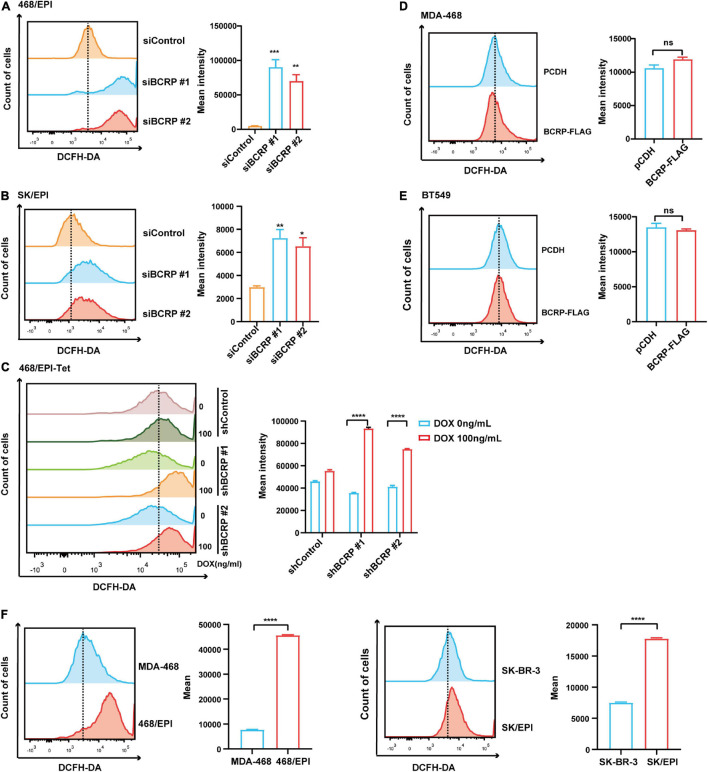
BCRP inhibits ROS production in drug-resistant breast cancer cells. **(A,B)** Analysis of intracellular ROS level in 468/EPI cells **(A)** and SK/EPI cells **(B)** treated with siBCRP or control siRNAs. The cells were treated with the indicated siRNAs for 48 h, and then, the ROS level was determined. **(C,D)** Analysis of intracellular ROS level in MDA-468 cells **(C)** and BT549 cells **(D)** with or without BCRP overexpression. **(E)** Analysis of intracellular ROS level in 468/EPI-tet or control cells with or without Dox treatment. The cells were treated with the Dox for 48 h, and then, the ROS level was determined. **(F)** Analysis of intracellular ROS level in drug-resistant cells (468/EPI and SK/EPI) and the matched parental cells (MDA-468 and SK-BR-3). All data are shown as the mean ± SD; *p < 0.05. **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns *p* > 0.05 versus control, *N* = 3.

Next, we forced expressed BCRP in drug-sensitive cells (MDA-468 and SK-BR-3) and determined the ROS level. However, we did not observe a significant change in ROS level in BCRP-overexpressed cells compared with control cells (Figures 6D,E), suggesting BCRP was not linked with intercellular ROS production in drug-sensitive breast cancer cells. We also found that the baseline ROS level in drug-resistant cells was significantly higher than that in parental cells (Figure 6F), indicating that drug-resistant cells were more vulnerable to ROS-related damage when the intracellular ROS level was further elevated. In summary, these results indicated that BCRP was an essential factor that maintained the homeostasis of intercellular ROS in drug-resistant cells. The elevated ROS in BCRP-silenced cells may exceed the safety threshold and induce the cells to undergo apoptosis.

### Knockdown of Breast Cancer Resistant Protein Inhibits the Proliferation of Drug-Resistant Breast Cancer Cells *in vivo*

To investigate the biological function of BCRP in drug-resistant breast cancer cells *in vivo*, the Dox-inducible BCRP knockdown cells (468/EPI-shBCRP-tet) and the control cells (468/EPI-shControl-tet) were inoculated into female nude mice subcutaneously. Fourteen days after inoculation, the mice were given 40 mg/kg Dox or water every 2 days by gavage, and the tumor volume was continuously monitored (Figures 7A,B). The tumors were dissected 25 days after gavage, and qRT-PCR demonstrated that BCRP was successfully silenced in the tumor formed by 468/EPI-tet-shBCRP cells, in which the host mice received Dox gavage (Figure 7C). Importantly, we found that the tumors formed by 468/EPI-shBCRP-tet cells with Dox-induced BCRP silencing showed a significant decrease in volume and weight compared with that of control tumors (Figures 7D,E). Consistently, the growth of tumors formed by drug-resistant cells (468/EPI-shBCRP-tet) was also profoundly inhibited by Dox-induced BCRP silencing (Figure 7F). Moreover, TUNEL staining showed that the tumors formed by BCRP-silenced 468/EPI cells had a strong positive signal, suggesting that these cells underwent extensive apoptosis upon Dox-induced BCRP knockdown (Figure 7G). Collectively, these data indicated that BCRP was an important factor promoting the progression of drug-resistant cells by inhibiting apoptosis *in vivo*.

**FIGURE 7:**
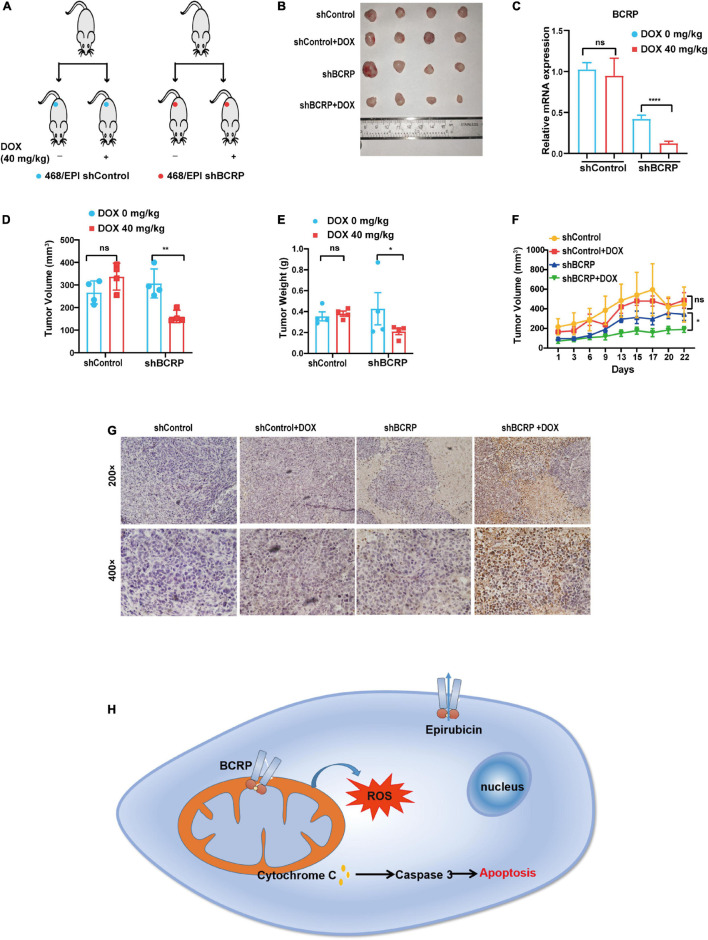
Knockdown of BCRP inhibits the proliferation of drug-resistant breast cancer cells *in vivo*. **(A)** Schematic depicting the overall design of *in vitro* experiments. **(B)** Representative image of tumors from mice receiving indicated treatments. **(C)** Expression level of BCRP mRNA in xenograft tumors in mice receiving indicated treatments (independent Student’s *t*-test). **(D)** Volume of tumors in mice receiving indicating treatments (independent Student’s *t*-test). **(E)** Weight of tumors in mice receiving indicated treatments (independent Student’s *t*-test). **(F)** Growth curves of inoculated tumors in mice receiving indicated treatment (two-way ANOVA test). **(G)** Representative images of TUNEL staining of dissected tumors in mice receiving indicated treatment. **(H)** Schematic of the proposed molecular mechanism of this study. The mitochondrial BCRP inhibits OXPHOS to reduce the intracellular ROS production, thereby inhibiting the apoptosis of drug-resistant breast cancer cells. All data are shown as the mean ± SD; *p < 0.05. **p < 0.01, ****p < 0.0001, and ns *p* > 0.05 versus control, *N* = 4 for the *in vivo* experiments.

## Discussion

Chemotherapy is the most commonly used treatment method of managing breast cancer. However, as cancer cells evolve to adapting the drug cytotoxicity, the drug-resistant phenotype is eventually acquired, leading to treatment failure (Kathawala et al., 2015; Fletcher et al., 2016). ABC transporters are key contributors to the establishment of multidrug resistance (MDR), a phenomenon that aids survival of cancer cells in the presence of anticancer drugs, even in drugs that cells never encounter (Kathawala et al., 2015). By positively transporting drugs across the plasma membrane, ABC transporters maintain a relatively low intracellular drug load, causing cancer cells to acquire a strong ability to counteract drug-induced toxicity (Kathawala et al., 2015; Robey et al., 2018). Intriguingly, recent studies have suggested that ABC transporters have important biological functions beyond MDR. Several reports have pointed out that the dysregulation of ABC transporters is connected with aggressive phenotypes of cancers, e.g., invasion and metastasis, evasion of apoptosis, sustained proliferation, and the emergence of cancer stem cells (Begicevic and Falasca, 2017; Muriithi et al., 2020). ABCC1, ABCC3, and ABCC4 have been suggested to be linked with tumor growth and prognosis in neuroblastoma (Porro et al., 2010; Westover and Li, 2015). In breast cancer, ABCC11 overexpression has been observed in tumors with a highly aggressive molecular subtype (Yamada et al., 2013). High expression of ABCC1 and low expression of ABCC8 are correlated with the aggressiveness of breast cancer (Hlavac et al., 2013). However, most of these studies are correlational, so an in-depth analysis of the related molecular mechanism is needed. Herein, we discovered a novel role of BCRP in promoting the survival of drug-resistant breast cancer cells by regulating intracellular ROS level. We revealed that BCRP was indeed localized in mitochondria but not in the cell membrane in certain drug-resistant cell models. BCRP downregulation significantly inhibited proliferation and induced apoptosis in resistant cells, suggesting a novel role of BCRP in cancer cells beyond the MDR.

BCRP upregulation is associated with the progression of various tumors. The drug pump activity is the best-characterized mechanism that is responsible for the BCRP-induced drug resistance. For instance, BCRP silencing induces cell cycle arrest, thereby inhibiting proliferation in DU145, MCF7, and A549 cells (Chen et al., 2010). BCRP can also be translocated into the nucleus by interacting with *CDH1* promoter to regulate metastasis in lung cancer cells (Liang et al., 2015). However, the MDR-independent roles of BCRP in drug-resistant breast cancer cells have not yet been characterized. In the process of drug-resistant establishment, cancer cells go through a series of genetic and metabolic reprogramming, conferring the cells with a strong ability to manage intracellular redox homeostasis and thus enhance their survival capability. In the present study, we identified a novel role of BCRP in protecting drug-resistant breast cancer cells from apoptosis by regulating intracellular ROS level. In contrast to P-gp, BCRP was primarily localized in the cytoplasm instead of the cell membrane, indicating that the drug efflux activity was not essential in our MDR cell models. However, BCRP silencing drastically impaired the cell proliferation ability. The apoptosis of drug-resistant cells was also more evident upon BCRP knockdown. These results indicated that BCRP was pivotal to the survival of drug-resistant cells, even in a favorable environment without drug-induced cytotoxicity. Interestingly, the ectopic expression of BCRP in drug-sensitive breast cancer cells showed no influence on cell proliferation and, more apparently, on drug resistance capabilities. This finding may be due to the lack of a specific molecular environment essential for BCRP to perform its normal transport function in sensitive cells. It also suggested that the function of BCRP was highly cell type dependent.

Emerging evidence suggests that ROS involves various cellular processes, such as proliferation, apoptosis, gene mutation, and signaling transduction in cells (Cui et al., 2018; Sies and Jones, 2020). ROS are generally believed to act as a “double-edged sword” involved in various biological processes in cells. A low level of intracellular ROS can act as a multigene to promote the cell proliferation and survival of cancer cells, whereas an intermediate level of ROS can cause cell cycle arrest (Yang et al., 2018; Sies and Jones, 2020). However, a high level of ROS damages macromolecules in cells such as DNA, RNA, plasma membranes, and proteins, eventually inducing cells to undergo irreversible apoptosis (Cui et al., 2018). Some anticancer drugs, such as EPI, kill cancer cells partially by elevating intracellular ROS level (Lo and Wang, 2013; Yang et al., 2018). Thus, acquiring a robust anti-ROS ability is essential for drug-resistant cancer cells to survive in harsh environments. Interestingly, we found that drug-resistant cells had a higher baseline ROS level than parental cells. This finding may be explained by drug-resistant cells adopting well-coordinated mechanisms that maintain the intracellular ROS at a favorite level to make this “double-edged sword” tend toward the beneficial side. Hence, BCRP may act as a regulator that controls and maintains an onco-promoting intracellular redox environment to facilitate the survival and advance of drug-resistant cells.

In mitochondria, ROS are primarily generated from leaked electrons in the electron transport chain, which is tightly linked with the OXPHOS rate in the cells. In our cell models, we also found OXPHOS-related signaling pathways were deactivated in drug-resistant cells compared with that in parental cells, consistent with the well-recognized feature that drug-resistant cells have decreased aerobic aspiration (Bhattacharya et al., 2016; Icard et al., 2018). The relatively low level of OXPHOS may protect cells from excessive ROS poisoning. Drug-resistant cells have higher ROS level than parental cells, so the adjustable space for ROS is limited. Thus, drug-resistant cells may be more vulnerable to ROS fluctuations. Interestingly, bioinformatics analysis results suggested that BCRP silencing reactivated the OXPHOS-related signaling pathways, which may cause increased ROS level and may thus eventually push the cells beyond their ROS-tolerant threshold. Importantly, BCRP was localized in the mitochondria in drug-resistant cells. Considering that the mitochondria are the primary source of ROS production, we speculated that mitochondrial BCRP may partially contribute to the inhibition of OXPHOS-related ROS production, thereby preventing the cells from ROS overload. However, the detailed molecular foundation linking BCRP and OXPHOS remains to be elucidated.

In summary, we identified a novel, drug efflux-independent function of BCRP in drug-resistant breast cancer cells. The elevated BCRP, instead of pumping the drug out of the cells, may act as a modulator to inhibit mitochondrion-originating ROS, thereby preventing cells from drug-induced oxidative toxicity and apoptosis (Figure 7H). This work demonstrated that BCRP is essential in the proliferation and survival of drug-resistant breast cancer cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/ under GSE181632.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of Tianjin Medical University Cancer Institute and Hospital.

## Author Contributions

HZ, FZ, and RN: conception and design, study supervision. HZ, XH, ZSW, ZYW, YC, RT, YZ, BH, HL, SR, XZ, and JT: acquiring of data. HZ, XH, RN, and FZ: writing – review and revision of the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Mitochondrial Breast Cancer Resistant Protein Sustains the Proliferation and Survival of Drug-Resistant Breast Cancer Cells by Regulating Intracellular Reactive Oxygen Species
**Source:** Front Cell Dev Biol. 2021 Sep 28;9:719209. doi: 10.3389/fcell.2021.719209
**Supplement:** Supplementary file 1

**Supplemental Table S1. Antibodies used in this study**

| Target | Species | Dilution (Application) | Manufacture |
| --- | --- | --- | --- |
| P-gp | Rabbit | 1:1000 (WB)  1:200 (IF) | Santa Cruz Biotechnology sc-55510  Santa Cruz Biotechnology sc-55510-AF488 |
| BCRP | Mouse | 1:500 (WB)  1:200 (IF) | Santa Cruz Biotechnology sc-377176  Santa Cruz Biotechnology sc-377176-AF647 |
| MCL-1 | Rabbit | 1:1000 (WB) | Santa Cruz Biotechnology sc-74436 |
| Caspase 3 | Rabbit | 1:1000 (WB) | Cell Signaling Technology 9662S |
| Cleaved-caspase 3 | Rabbit | 1:500 (WB) | Cell Signaling Technology 9664S |
| PARP | Rabbit | 1:1000 (WB) | Cell Signaling Technology 9532S |
| Cleaved-PARP | Rabbit | 1:500 (WB) | Cell Signaling Technology 5625S |
| β-actin | Mouse | 1:3000 (WB) | Sigma Aldrich A1978 |
| GAPDH | Mouse | 1:3000 (WB) | Santa Cruz Biotechnology sc-47724 |
| Cytochrome c | Mouse | 1:1000 (WB) | Santa Cruz Biotechnology sc-13156 |
| HRP-linked Anti-Rabbit IgG | Goat | 1:4000 (WB) | BIO-RAD #1706515 |
| HRP-linked Anti-Mouse IgG | Goat | 1:4000 (WB) | BIO-RAD #1706516 |

WB, Western blot; IF, Immunofluorescent stain

# Supplementary material for: Mitochondrial Breast Cancer Resistant Protein Sustains the Proliferation and Survival of Drug-Resistant Breast Cancer Cells by Regulating Intracellular Reactive Oxygen Species
**Source:** Front Cell Dev Biol. 2021 Sep 28;9:719209. doi: 10.3389/fcell.2021.719209
**Supplement:** Supplementary file 5

**Supplementary Figure Legends**

**Supplementary Figure S1. BCRP did not affect the proliferation of drug-sensitive cells.**

**(A)** Cell counting kits 8 assay shows that BCRP overexpression in drug-sensitive MDA-468 and BT-549 cells did not influence cell proliferation. All data are shown as the mean ± SD, ns *P* > 0.05 versus control, N=3.

**Supplementary Figure S2. Expression levels of oxidative phosphorylation-related genes in SK-BR-3, SK/EPI and BCRP-silenced SK/-EPI cells.**

**(A)** Heatmap shows the selected oxidative phosphorylation (OXPHOS)-related genes in SK-BR-3 and SK/EPI cells. **(B)** Heatmap shows the selected OXPHOS-related genes in SK/EPI and BCRP-silenced SK/EPI cells. **(C, D)** Expression levels of the selected OXPHOS-related genes were unaffected by BCRP overexpression in drug-sensitive MDA-468 and BT549 cells. All data are shown as the mean ± SD, *** *P* < 0.001 and ns *P* > 0.05 versus control, N=3.

How the deposited data were processed for this re-analysis (not part of the article)

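RNA-seq was made by the authors from 12 libraries of established breast cancer cell lines, with 3 libraries in each of 4 groups. The groups were SK-BR-3 cells, epirubicin-resistant SK/EPI cells, and SK/EPI cells treated for 48 h with a BCRP siRNA (SK/EPI-siBCRP) or a control siRNA (SK/EPI-siControl). RNA was poly-A selected and sequenced by NovoGene. The condition and the replicate number of each library were taken from the submitters' labels, which name all 12 libraries by group and number, and from the paper's methods. The pairing of same-numbered libraries used in the fits with a replicate block also comes from these labels.

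The authors deposited FPKM for 58735 genes in 2 tables, SK/EPI with SK-BR-3 and SK/EPI-siBCRP with SK/EPI-siControl, and every column of both was used. The tables do not state a unit. The genes listed are those of GENCODE 29 (Ensembl 94, GRCh38), and each deposited FPKM value multiplied by the merged exon length of its gene in that release was a whole multiple of a fixed step in its library. TPM would show such steps too, but would sum to the same total in every library, while the sums here ranged from 253312 to 288028. Reads per gene and depth were computed from these steps. The aligner, the counting program and its treatment of strand and of reads with several positions are not named in the paper's text, so reads of genes with near-identical copies or overlapping exons could have been split in ways that were not checked here. The design written for the tests assumed whole-number counts and named a count model. Since the deposited values are FPKM, its fallback for normalized values was used, limma on log2(FPKM + 1). The recovered reads would also have allowed a count model, which was not run.

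Genes with at least 10 reads at the median library size in at least 3 libraries and at least 15 reads in all were tested, 15823 in the first table and 16298 in the second. For each table, a linear model with the group alone was fitted to log2(FPKM + 1) with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard deviations are over the 3 libraries of a group. A mean over a group whose libraries all had 3 reads or fewer was replaced by the FPKM of 3 reads to give a lower bound of a fold change, and such bounds cover counting error only.

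Preranked GSEA was run with fgsea 1.28.0 on the log2 fold changes of all tested genes over 8 gene sets written by hand, with Benjamini-Hochberg adjustment over the 8 sets. Each set was also tested with limma's camera, with and without the replicate number as a block, and against 10000 random sets matched on mean expression and on exon length or GC content. Set scores of single libraries were compared with an exact permutation test, whose smallest two-sided p-value is 0.1 for 3 libraries against 3. Counts of genes were compared with Fisher's exact test, two-sided. Protein calls and TMT fold changes are the paper's, from Supplementary Table 3. The remaining steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

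The assignment of libraries to groups, the tests, the gene sets, the rule for naming genes and most of the alternative settings were fixed before the data were examined. The rule named every gene of the paper that a statement is about, the 5 genes with the largest rise and the 5 with the largest fall in each comparison among genes with an adjusted p-value under 0.05, a mean of at least 10 CPM and no overlap between groups, the 3 nuclear-encoded OXPHOS genes with the largest rise and the 3 with the largest fall, the 5 with the largest opposite changes, and members of a set where a sentence lists which changed. Genes named outside this rule are marked as chosen after their values were seen. The alternatives were no filter on low genes, at least 10 reads in every library, scaling by the reads on genes, leaving out the mitochondrial chromosome, the replicate block, leaving out each library in turn, a pseudocount of 0.1, a log2 fold change threshold of 1, an adjusted p-value under 0.01, and other rankings and tests of the sets. Where the mitochondrial chromosome was left out, values were also scaled by the remaining reads on genes. Median-of-ratios scaling and limma's voom on the recovered reads were added after seeing the data.

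The steps were tested on simulated data with known answers. Reads were drawn for the real genes from the real libraries' means and depths, with 200 genes changed, and the tests recovered 82% of these genes at the depth of the first table and 84% at that of the second. Among changed genes with a mean of at least 1 FPKM they recovered 92.7% of 150 and 94.2% of 155, at a median absolute log2 fold change of 0.86 and 0.82. Of 15544 and 16019 unchanged genes, 8 were called in each. Of 20 random sets without a change none was called in either. In a separate simulation over 16298 genes, 5 of 100 sets without a change fell under the threshold. All 20 sets shifted by 0.2 did so. In both simulations genes varied independently of each other and the members of each set were drawn at random. They thus do not show how often sets of genes that vary together would be called. The read simulation used a dispersion of 0.01 and changed far fewer genes than were called in the real libraries.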

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

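The tests of exon length, GC content and scaling for the mitochondrial ribosome, the counts over other splits, and the test of the neighbours of ERBB2, were chosen after these results were seen.

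The paper does not report on the genes of the mitochondrial ribosome. In the SK/EPI and SK-BR-3 libraries, the 78 genes of this set had an NES of -1.76 (adjusted p = 0.00143 from fgsea with Benjamini-Hochberg adjustment), with 50 downregulated and 13 upregulated in SK/EPI cells and a median log2 fold change of -0.29. In the SK/EPI-siBCRP and SK/EPI-siControl libraries the NES was 2.40 (adjusted p = 1.7e-09 from fgsea with Benjamini-Hochberg adjustment), with 45 genes upregulated, MRPS10 downregulated (log2 fold change -0.30) and a median log2 fold change of 0.14. In both comparisons the set moved the same way as the nuclear-encoded OXPHOS genes. With the replicate number as a block, limma's camera gave adjusted p-values of 9.5e-05 and 2.9e-10. Gene length was tested by random sets matched on mean expression and exon length, and the median of the set lay apart from theirs (permutation p = 0.012 in SK/EPI versus SK-BR-3 and 1.0e-03 after silencing). Random sets matched on GC content in place of length gave permutation p-values of 0.0254 and 2.0e-04, the latter being the smallest that 10000 sets can give. Neither property was enough to give these changes. Scaling shifts all genes nearly alike and hardly moves a preranked score, so it was read from the median log2 fold change of the set. Under the 4 scalings this median lay between -0.29 and -0.21 in SK/EPI versus SK-BR-3, where that of all genes lay between 0.008 and 0.072, and between 0.14 and 0.15 after silencing, where that of all genes lay between -0.012 and -0.002. The 10 genes with most reads took 6.25% to 6.58% of the reads in the first table and 4.70% to 5.06% in the second. In SK/EPI versus SK-BR-3 the set passed the threshold in the fgsea fits other than limma's voom on recovered reads, where its adjusted p-value was 0.112 (range over its alternatives 9.5e-05 to 0.112). Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real one included, 2 gave as large an NES in SK/EPI versus SK-BR-3 and 2 after silencing, and the 6 other splits part only 1 such pair. With 4 splits the share cannot fall under 0.05, so these counts can neither exclude a grouping by chance nor speak for one. In both comparisons the set scores of the groups did not overlap, with 4.07 ± 0.024 in SK/EPI and 4.37 ± 0.034 in SK-BR-3 cells, and 4.23 ± 0.005 in SK/EPI-siBCRP and 4.05 ± 0.037 in SK/EPI-siControl cells (mean log2(FPKM + 1), SD, n = 3 each; exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 allow). The transcripts of mtDNA do not point to a lower mitochondrial content of SK/EPI cells, since the mtDNA OXPHOS set had an NES of 0.83 (adjusted p = 0.683 from fgsea with Benjamini-Hochberg adjustment) and the mitochondrial chromosome took 5.10% to 5.38% of the reads, against 4.18% to 4.23% in SK-BR-3 cells. A shared change of gene regulation was not tested.

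ERBB2, chosen after its values were seen, fell from 659 ± 5.70 to 133 ± 4.04 FPKM (SD, n = 3 each) in SK/EPI cells, a log2 fold change of -2.30 (standard error 0.04, adjusted p = 2.0e-09 from limma with Benjamini-Hochberg adjustment, and 5.8e-07 with the replicate block). All 3 SK/EPI libraries were below all 3 SK-BR-3 libraries, and the log2 fold change stayed between -2.32 and -2.27 with each library left out in turn. The paper does not discuss this gene, although its Supplementary Table 3 calls the protein downregulated (the paper's TMT fold change is 0.473). ERBB2 lies on the plus strand of chromosome 17 of GRCh38 from 39687914 to 39730426, and 5.5% of its exonic bases are shared with MIEN1 and 1.9% with PGAP3, both on the opposite strand. These shares are too small to carry the fall. The 41 other tested genes within 1 Mb had a median log2 fold change of -0.79, with 31 below 0 and 10 above. Only 0.16% of the 11935 windows of as many neighbouring genes elsewhere had a median as low. The fall is thus shared with most of its neighbours, among them PSMD3 (log2 fold change -2.10), STARD3 (-2.04) and ORMDL3 (-1.84). The largest change in the window went the other way, since STAC2 rose by 5.27 on the log2 scale, and MLLT6 (0.74) and PLXDC1 (0.57) rose too. These 6 genes were chosen after their values were seen. Fewer copies of a part of the region in SK/EPI cells is a candidate explanation for the falls, but it would not give the rises, copy number was not measured and a shared change of regulation was not tested.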

How the results depend on the processing

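Median-of-ratios scaling, limma's voom on recovered reads, GC-matched random sets, camera with the replicate block, a pseudocount of 0.1 for the gene sets and single genes, all alternatives for the ribosome sets and for the glycolysis, fatty acid oxidation and cholesterol biosynthesis sets in SK/EPI versus SK-BR-3, and the fold-change threshold together with another setting were chosen after seeing the data. The log2 fold changes of single genes, 88 pairs of a gene and a comparison, had 1216 values under alternatives. Of these, 1154 kept their direction and their side of the threshold, 56 no longer passed it, 1 newly passed it and 5 changed sign.

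The counts of differentially expressed genes depended most on the thresholds. With an absolute log2 fold change of at least 1, 2278 genes were left in SK/EPI versus SK-BR-3 (1245 upregulated, 1033 downregulated) of 11854, and 67 after silencing (11 upregulated, 56 downregulated) of 6215. With the same threshold and a pseudocount of 0.1, 4214 (2416 upregulated, 1798 downregulated) and 238 genes (84 upregulated, 154 downregulated) were left, and with voom on recovered reads 4713 (2717 upregulated, 1996 downregulated) and 439 (168 upregulated, 271 downregulated). At an adjusted p-value under 0.01, 3853 genes were left after silencing (2020 upregulated, 1833 downregulated). Other settings stayed within 1.5 times. Scaling by the reads on genes raised the share of upregulated among called genes in SK/EPI cells from 50.6% to 56.0%. It moved the median log2 fold change of all genes from 0.008 to 0.061. Scaling by the reads on genes outside the mitochondrial chromosome, with its genes left out, gave 57% and 0.072. After silencing the same scalings turned the balance, with upregulated genes falling from 50.9% of the called genes to 47.9% (2954 upregulated, 3210 downregulated) and 48.5% (2997 upregulated, 3177 downregulated). In SK/EPI versus SK-BR-3 the balance turned with at least 10 reads in every library, to 48.0% (4807 upregulated, 5207 downregulated).

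The correlation of same-numbered libraries was -0.03 in SK/EPI versus SK-BR-3 and 0.028 after silencing, so the replicate block had little to remove. With the block, 11656 and 5640 genes were called.

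The nuclear-encoded OXPHOS and citric acid cycle sets kept their direction and their side of the threshold in both comparisons under the alternatives run, as did cholesterol biosynthesis and glycolysis after silencing. The scalings among these hardly move a preranked score and do not test it. Their NES ranged from -2.29 to -1.80 (OXPHOS) and from -2.10 to -1.71 (citric acid cycle) in SK/EPI versus SK-BR-3. After silencing it ranged from 2.68 to 3.77 (OXPHOS), 2.03 to 2.57 (citric acid cycle), 2.06 to 2.66 (cholesterol biosynthesis) and 1.76 to 1.99 (glycolysis). The count of nuclear-encoded OXPHOS genes with opposite changes ranged from 37 to 50 (Fisher's exact test, p from 1.2e-38 to 1.7e-23), and the share of genes with mRNA and protein changed the same way from 95.4% to 99.6%.

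Sets with an adjusted p-value near the threshold moved across it. So did the mitochondrial ribosome in SK/EPI versus SK-BR-3, although its adjusted p-value was 0.00143 (fgsea with Benjamini-Hochberg adjustment). With a pseudocount of 0.1, the NES after silencing was 1.54 for the mtDNA OXPHOS set and 1.38 for fatty acid oxidation, and that of the cytosolic ribosome in SK/EPI versus SK-BR-3 was 1.22. With voom these were 1.45, 1.33 and 1.1, and the mitochondrial ribosome in SK/EPI versus SK-BR-3 was at -1.34. Ranking only the genes with an adjusted p-value under 0.05 gave 1.46, 1.44 and 1.36. None of these passed the threshold. In SK/EPI versus SK-BR-3 the glycolysis set (NES -1.63) was at -1.34 with a pseudocount of 0.1 and at -1.18 with voom, and against random sets its permutation p was 0.107 matched on length and 0.0928 on GC content, none of which passed. Fatty acid oxidation, not past the threshold in fgsea (NES -1.52), passed it in camera (adjusted p = 0.0131, and 0.00991 with the replicate block) and against random sets (permutation p = 0.0052 matched on length and 0.0018 on GC content). Across the 6 fits that each left out a library, the NES of the mtDNA OXPHOS set after silencing ranged from 1.54 to 1.82, and that of the cytosolic ribosome in SK/EPI versus SK-BR-3 from 1.36 to 1.54, with some fits over an adjusted p-value of 0.05. The latter set passed in camera (adjusted p = 2.2e-04, and 1.9e-04 with the replicate block) and against random sets (permutation p = 2.0e-04 for both kinds). Against random sets, the mtDNA OXPHOS set after silencing did not lie apart (permutation p = 0.305 matched on length and 0.0666 on GC content), though few genes have expression high enough to match these 13.

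After silencing, the cytosolic ribosome had an NES of -0.69 (adjusted p = 0.969 from fgsea with Benjamini-Hochberg adjustment). It changed sign with a pseudocount of 0.1 (0.88) and with voom (0.92), and ranged from -1.08 to 0.58 with each library left out in turn, while random sets gave permutation p-values of 0.0012 matched on length and 0.008 on GC content. The direction of this set is therefore not determined. ABCB6 in SK/EPI versus SK-BR-3 (log2 fold change -0.02) was at 0.0073 with scaling by the reads on genes, at 0.0135 without the mitochondrial chromosome, and between -0.0562 and 0.0022 with each library left out. ABCB10 after silencing (log2 fold change -0.02) was between -0.0609 and 0.0131. Neither gene was called under any of these settings. For all changes in this part the cause was not tested.

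The planned comparison with DESeq2 was not run. The deposited values are FPKM, but the reads recovered from them would have allowed it, as they did limma's voom. Camera on an edgeR fit and ranking by the quasi-likelihood statistic were not run either, and camera on log2(FPKM + 1) and ranking by limma's moderated statistic took their place. In simulated data at the depth of each table, 82% and 84% of all changed genes were recovered, against 92.7% and 94.2% of those with a mean of at least 1 FPKM. Low genes were thus called less often, and the parts of depth and of the log2(FPKM + 1) scale in this were not separated.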

Differences from the paper's values

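The paper's text gives 2492 downregulated and 2837 upregulated genes for SK/EPI versus SK-BR-3 cells, where 5852 and 6002 were found here. None of the alternatives set before the data were examined closed the gap. Below the paper's counts lay only an absolute log2 fold change of at least 1, with 1033 and 1245 genes. The nearest above were 5103 downregulated genes at an adjusted p-value under 0.01 and 4807 upregulated genes with at least 10 reads in every library. When 2 choices were changed together, which was looked at after seeing the values, a pseudocount of 0.1 with an absolute log2 fold change of at least 1 gave 1798 and 2416 genes, and limma's voom with the same threshold gave 1996 and 2717, both within 1.5 times the paper's counts. The legend of Figure 4E names BCRP-silenced SK/EPI cells versus SK-BR-3 cells for the plot cited beside these counts. For SK/EPI-siBCRP versus SK/EPI-siControl, 3052 downregulated and 3163 upregulated genes were found here, which is within 1.5 times the paper's 2492 and 2837. With each library left out in turn, between 2492 and 2632 genes were downregulated and between 2611 and 2771 upregulated. With an absolute log2 fold change of at least 1, only 56 and 11 genes were left, far below the paper's counts.

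For ABCG2 after silencing, the paper's log2 fold change in Supplementary Table 4 is -3.41, against -3.06 here. Neither of the alternatives set for this gene before the data were examined, the replicate block and leaving out each library in turn, closed the gap. Of the settings applied to it after seeing the values, a pseudocount of 0.1 gave -3.39 and limma's voom on recovered reads gave -3.41, both within the replicate spread of the paper's value, and the others did not close the gap.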

Other observations

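The tests of GC content, of the siRNA site in the SK/EPI versus SK-BR-3 comparison and of OXPHOS genes matched on that site, and the counts over other splits of the libraries, were chosen after the results they concern were seen.

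The siRNA named in the title of Supplementary Table 4, siBCRP #1, has the guide seed UAACCAG at positions 2 to 8, which pairs with the site CTGGTTA in mRNA. Of 12592 tested genes with an annotated 3′ untranslated region, 1099 carry the site there. Their median log2 fold change after silencing was -0.10, against 0.01 for the others, and 768 of the 1099 were below 0. In a regression allowing for the length and GC content of the region and for mean expression, with ABCG2 left out, the site was associated with a change of -0.18, and 0 of 200 shuffled sites of the same bases gave as low a value (one-sided permutation p = 0.00498, the smallest that 200 can give). Among the 47 called genes other than ABCG2 with a log2 fold change of -1 or lower and such a region, 25 (53.2%) carry the site, against 8.7% of all genes (Fisher's exact test, two-sided, p = 5.8e-15). The site is carried by 19% of the 2531 downregulated and 4.0% of the 2865 upregulated genes. For siBCRP #2, whose site is CATCATT, the change was -0.01 (permutation p = 0.224). In SK/EPI versus SK-BR-3 cells the siBCRP #1 site was associated with a change of -0.03 (permutation p = 0.154). No such difference was thus detected between lines without the siRNA, which does not show how these genes respond to transfection or to the loss of BCRP. The lower values of genes with the site after silencing are consistent with seed-mediated silencing of other mRNAs by siBCRP #1, as a hypothesis, and such silencing may contribute to a part of the downregulated genes. MCL1 has 2 copies of the site in its 3′ untranslated region and CYCS has 1. Of the 78 nuclear-encoded OXPHOS genes with such a region, 4 carry the site, and their median log2 fold change of 0.39 lay apart from 0.05 in random sets matched on the site, the length of the region and expression (permutation p = 2.0e-04, the smallest that 10000 sets can give). Since the site goes with lower mRNA, carrying it could not have given a rise, and this test does not bear on an effect of the siRNA through other mRNAs. Such an effect cannot be told apart from that of BCRP loss, as libraries with siBCRP #2 were not analysed here.

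MCL1 mRNA fell from 80.5 ± 0.899 to 46.5 ± 1.34 FPKM (SD, n = 3 each) after silencing, a log2 fold change of -0.78 (adjusted p = 3.2e-06 from limma with Benjamini-Hochberg adjustment, 1.6e-04 with the replicate block). The paper's claim about MCL1 is on protein, with both siRNAs at a later time. ABCB1 mRNA fell from 206 ± 0.398 to 187 ± 2.88 FPKM (SD, n = 3 each), a log2 fold change of -0.14 (adjusted p = 0.00177 from limma with Benjamini-Hochberg adjustment).

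In SK/EPI cells the nuclear-encoded OXPHOS genes fell relative to those of mtDNA in the same libraries. The difference between both set scores changed by -0.50 on the log2 scale in SK/EPI versus SK-BR-3 cells and by 0.21 after silencing, larger than the spread between replicates (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 allow). A ratio within a library does not depend on its scaling. The median of the nuclear-encoded set lay apart from those of random sets matched on expression and exon length (permutation p = 0.0014 in SK/EPI versus SK-BR-3, 2.0e-04 after silencing) and of sets matched on expression and GC content (permutation p = 0.0016 and 2.0e-04). Of the 4 splits that part all 3 same-numbered pairs, the real one included, 2 gave as large an NES of the nuclear-encoded set in SK/EPI versus SK-BR-3 and 2 after silencing. For the mtDNA set the numbers were 2 and 1. With so few splits these counts can neither exclude a grouping by chance nor speak for one. Neither mRNA set says how active the complexes are.

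The citric acid cycle set, which the paper reports as lower in SK/EPI cells at the protein level, had an NES of -2.01 in mRNA (adjusted p = 7.9e-04 from fgsea with Benjamini-Hochberg adjustment, 3.0e-05 from limma's camera with the replicate block). Of its 18 genes 17 were downregulated, with a median log2 fold change of -0.68, and OGDH was upregulated (0.38). Of the 4 splits, only the real one gave as large an NES in SK/EPI versus SK-BR-3, and the same held after silencing.

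The opposite changes of the nuclear-encoded OXPHOS genes in the 2 comparisons were set against a general opposite change. Over the 15152 genes tested in both, the Spearman correlation of the log2 fold changes was -0.03, and within the set -0.23, across genes, which are not independent replicates. Random sets matched on the SK/EPI versus SK-BR-3 log2 fold change had a median of 0.00 after silencing, against 0.41 for the set (permutation p = 2.0e-04, the smallest that 10000 sets can give). A return of all changed genes towards SK-BR-3 levels was thus not seen. Of 16 pairs of splits that part all same-numbered pairs, 1, the real one, gave as many genes with opposite changes. Since the other splits called 0 genes, no other pair could have given any, and this count says nothing about chance.

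For ABCB1, the 11 other tested genes within 1 Mb had a median log2 fold change of 0.31 in SK/EPI cells, and 13.15% of windows of as many neighbouring genes elsewhere had a median as high. Single neighbours also rose strongly there, STEAP4 (log2 fold change 4.55), RUNDC3B (1.42) and ADAM22 (1.14). For ABCG2, only 0.62% of windows had a median as high as that of its 14 neighbours. Among these, SPP1 (5.55), PKD2 (3.14) and HERC6 (2.62) also rose. The 6 neighbours named were chosen after their values were seen. A change of the region around ABCG2, such as more copies, is a candidate explanation for a part of its rise, but the rise of ABCG2 itself (5.06) is far larger than the neighbours' median and copy number was not measured.

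The submitters' labels give SK-BR-3 as the cell line of all 12 libraries. Over the 2278 genes with an absolute log2 fold change of at least 1 between SK/EPI and SK-BR-3, each of the 6 siRNA libraries was nearer to SK/EPI than to SK-BR-3 in 90.9% to 92.4% of genes. This sets levels from both tables side by side, although they may have been normalized separately. This is consistent with the siRNA libraries being SK/EPI cells, as the paper states.

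The glycolysis set, which rose after silencing, was lower in SK/EPI than in SK-BR-3 cells, with an NES of -1.63 (adjusted p = 0.04 from fgsea with Benjamini-Hochberg adjustment, 0.0011 from limma's camera with the replicate block, and from 0.0011 to 0.452 over its alternatives). Of its 17 genes 13 were downregulated and 2 upregulated, and the median log2 fold change was -0.45. The set did not lie apart from random sets (permutation p = 0.107 matched on expression and exon length, 0.0928 on expression and GC content), so its fall depends on the test. Fatty acid oxidation had an NES of -1.52 (adjusted p = 0.0556 from fgsea with Benjamini-Hochberg adjustment), with 13 of 19 genes downregulated and 4 upregulated, and cholesterol biosynthesis an NES of 0.94 (adjusted p = 0.62), with 10 of 20 genes upregulated and 7 downregulated. Of the 4 splits, 2 gave as large an NES for glycolysis, 3 for fatty acid oxidation and 2 for cholesterol biosynthesis in this comparison. The paper sets its data beside the view that drug-resistant cells rely more on anaerobic respiration, which these mRNA values do not measure.

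The cytosolic ribosome set had an NES of 1.48 in SK/EPI versus SK-BR-3 (adjusted p = 0.04 from fgsea with Benjamini-Hochberg adjustment), with 49 genes upregulated and 6 downregulated of 79. Limma's camera gave an adjusted p-value of 2.2e-04 (1.9e-04 with the replicate block), and the median log2 fold change of 0.25 lay apart from random sets matched on expression and exon length and on expression and GC content (permutation p = 2.0e-04 for each, the smallest that 10000 sets can give). Of the 4 splits, 2 gave as large an NES in that comparison and 3 after silencing.

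Other splits of the libraries were also counted for the remaining results. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many called genes in SK/EPI versus SK-BR-3, and 1 after silencing. The 9 other splits of each comparison, of which 6 part only 1 pair, called 0 genes, with between 56 and 86 genes and between 300 and 357 genes at an unadjusted p-value under 0.05, against 12150 and 7725 in the real splits. After silencing, 1 of 4 splits gave as large an NES for cholesterol biosynthesis, 2 for glycolysis and 1 for fatty acid oxidation. For the genes changed the same way in mRNA and protein, 1 of 4 did, which was fixed by the other splits calling 0 genes. With 4 splits the share cannot fall under 0.05, so these counts alone cannot exclude a grouping by chance.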
